# *Salvia chinensis* Benth Inhibits Triple-Negative Breast Cancer Progression by Inducing the DNA Damage Pathway

**DOI:** 10.3389/fonc.2022.882784

**Published:** 2022-08-10

**Authors:** Kai-nan Wang, Ye Hu, Lin-lin Han, Shan-shan Zhao, Chen Song, Si-wen Sun, Hui-yun Lv, Ni-na Jiang, Ling-zhi Xv, Zuo-wei Zhao, Man Li

**Keywords:** *Salvia chinensia* Benth, triple negative breast cancer, DNA damage and repair, Quercetin, β-Sitosterol

## Abstract

**Objective:**

Triple-negative breast cancer (TNBC) is distinguished by early recurrence and metastases, a high proclivity for treatment resistance, and a lack of targeted medicines, highlighting the importance of developing innovative therapeutic techniques. *Salvia chinensis* Benth (SCH) has been widely studied for its anticancer properties in a variety of cancers. However, its significance in TNBC treatment is rarely discussed. Our study investigated the anticancer effect of SCH on TNBC and the underlying mechanisms.

**Methods:**

First, we used clonogenic, cell viability, flow cytometry, and Transwell assays to assess the effect of SCH on TNBC. Bioinformatic studies, especially network pharmacology-based analysis and RNA sequencing analysis, were performed to investigate the constituents of SCH and its molecular mechanisms in the suppression of TNBC. High-performance liquid chromatography and thin-layer chromatography were used to identify two major components, quercetin and β-sitosterol. Then, we discovered the synergistic cytotoxicity of quercetin and β-sitosterol and assessed their synergistic prevention of cell migration and invasion. Breast cancer xenografts were also created using MDA-MB-231 cells to test the synergistic therapeutic impact of quercetin and β-sitosterol on TNBC *in vivo*. The impact on the DNA damage and repair pathways was investigated using the comet assay and Western blot analysis.

**Results:**

Our findings showed that SCH decreased TNBC cell growth, migration, and invasion while also inducing cell death. We identified quercetin and β-sitosterol as the core active components of SCH based on a network pharmacology study. According to RNA sequencing research, the p53 signaling pathway is also regarded as a critical biological mechanism of SCH treatment. The comet assay consistently showed that SCH significantly increased DNA damage in TNBC cells. Our *in vivo* and *in vitro* data revealed that the combination of quercetin and β-sitosterol induced synergistic cytotoxicity and DNA damage in TNBC cells. In particular, SCH particularly blocked the inter-strand cross-link repair mechanism and the double-strand breach repair caused by the homologous recombination pathway, in addition to inducing DNA damage. Treatment with quercetin and β-sitosterol produced similar outcomes.

**Conclusion:**

The current study provides novel insight into the previously unknown therapeutic potential of SCH as a DNA-damaging agent in TNBC.

## Introduction

Despite significant advances in diagnostic and treatment strategies, breast cancer remains the leading cause of cancer-related death in women (1). Triple-negative breast cancer (TNBC) is detected in 15% to 20% of women with breast cancer and is characterized by the lack of ER, PR, and HER2 (2). In the first 3 to 5 years following the initial diagnosis, TNBC patients have an increased risk of recurrence and metastasis (2, 3). The main obstacles in the treatment of TNBC are primary and acquired resistance to treatments (4). When one signaling node is suppressed, cancer cells prefer to rely on alternate signaling routes, which is recognized as the underlying mechanism of acquired resistance (5). As a result, multitarget tactics may be more effective than single-node strategies.

Herbs have long been used as adjuvant therapies for TNBC, particularly in patients with advanced metastatic cancers (6). Previous research found that combining herbal medication with chemotherapy or radiotherapy might boost antitumor effectiveness while decreasing side effects (7, 8). *Salvia chinensis* Benth (SCH), also known as *Salvia chinensis* herbal or Chinese Sage (Shijianchuan), is extensively documented in the Compendium of Materia Medica (Ming Dynasty, A.D. 1590). SCH is often used to treat ostealgia and swelling carbuncles (9). Previous studies have suggested that SCH has anticancer efficacy in breast, gastric, nasopharynx, lung, colon, liver, and pancreatic cancer (10, 11). However, there are few studies on the effects and underlying mechanisms of SCH in TNBC.

We aimed to investigate the role of SCH in TNBC therapy in this study. To the best of our knowledge, this is the first *in vitro* and *in vivo* study indicating that SCH promotes TNBC cell death by generating DNA damage while simultaneously decreasing DNA damage repair. Furthermore, subsequent findings show that quercetin and β-sitosterol, two essential constituents of SCH, synergistically suppress TNBC cells by increasing DNA damage. Overall, our data suggest that SCH has strong potential as an adjuvant treatment option for TNBC patients.

## Materials and methods

### Cells and Reagents

The human TNBC cell lines MDA-MB-231 and HCC1187, the human mammary epithelial cell line MCF-10A, the mouse TNBC cell line 4T1, the human luminal breast cancer cell lines MCF-7 and T47D, and the human HER2-positive breast cancer cell lines HCC1954 and SKBR3 were procured from ATCC (Manassas, VA, USA) and were sustained in culture medium (MDA-MB-231 in DMEM (Gibco, Grand Island, NY, USA, C11995500BT), other cell lines in RPMI-1640 (Gibco, C11875500BT)) supplemented with 10% fetal bovine serum (FBS, Biological Industries, Cromwell, CT, USA, 04-001-1ACS) and 100 units per ml penicillin/streptomycin (HyClone, Logan, UT, USA, SC30010) at 5% CO_2_ and a moderate temperature of 37°C in an incubator. We prepared the culture medium for MCF-10A cells as described previously (12). The cell lines were free of mycoplasma contamination and were verified by short tandem repeat (STR) profiling. Quercetin and β-sitosterol were purchased from MedChemExpress (MCE, Princeton, NJ, USA, HY-18085 and HY-N0171A). To procure the aqueous extracts of SCH, the shredded herb was boiled with a 10× volume of water for 2 h (in duplicate), followed by freeze-drying of the concentrate. The resultant dry powder was preserved at -20°C. The doses used in the current investigation were aliquoted as an equivalent weight of raw herb per ml.

### Clonogenic Assay

The cells (1 × 10^4^ cells/well) were incubated in 12-well plates and cultured continuously, and every third day, the medium was renewed. After culturing, the cells that were stained with 0.5% crystal violet were subsequently washed with PBS, dried, and finally dissolved in 10% acetic acid. The OD was measured at 590 nm with the aid of a SpectraMax 190 (Molecular Devices, San Jose, CA, USA).

### Migration and Invasion Assay

Cell migration and invasion were assessed according to the instructions of the manufacturer (Corning, Tewksbury, MA, USA) of the Transwell assay kits. In brief, the chambers were filled with BD Biosciences Matrigel (San Jose, CA, USA) for the invasion assay or without Matrigel for the migration assay. Serum-restricted medium (5 × 10^3^ cells/200 μl of cell suspension) was added to the upper chamber, with SCH (100 mg/ml) medium containing 10% FBS in the lower chamber. After 2 days of incubation, the non-invading cells were carefully removed, and the invading cells stained with 0.5% crystal violet were imaged *via* inverted phase-contrast microscopy (Olympus Corporation, Tokyo, Japan). Images were captured with a microscope (Leica, Wetzlar, Germany, DMI1) at ×100 magnification. Cell counts were assessed from three random microscope fields for every group.

### Flow Cytometry

A flow cytometric evaluation of cell apoptosis was performed by Annexin V and PI staining *via* the APC Annexin V Apoptosis Detection Kit (KeyGen Biotech, Nanjing, China, KGA1030). The cells for cell-cycle analysis were prepared and stained as previously described (13). All examinations were performed on a BD FACSCanto™ II (BD Biosciences, USA).

### Western Blot Analysis

RIPA buffer augmented with protease and phosphatase inhibitors was administered for cell lysis (14). The proteins were separated by SDS-PAGE and then transferred to nitrocellulose blotting membranes (GE Healthcare Life Science, Germany). The spots were examined with antibodies against PARP (Cell Signaling Technology, CST, Danvers, MA, USA, 9542), vinculin (Abcam, Cambridge, MA, USA, ab129002), GAPDH (HUABIO, Woburn, MA, USA, M1310-2), ATM (Santa Cruz Biotechnology, Dallas, TX, USA, sc135663), p-ATM (Ser1981) (CST, 5883), H2AX (Santa Cruz Biotechnology, sc517336), p-H2AX (Ser139) (Santa Cruz Biotechnology, sc517348), CHK1 (Santa Cruz Biotechnology, sc8408), p-CHK1 (Ser345) (CST, 2348), P53 (Santa Cruz Biotechnology, sc126), p-P53 (Ser15) (CST, 9286), ATR (Santa Cruz Biotechnology, sc515173), p-ATR (Ser428) (CST, 2853), FANCD2 (Santa Cruz Biotechnology, sc20022), and RAD51 (Santa Cruz Biotechnology, sc398587).

### Cell Viability

The cells (10^3^ cells/well) were incubated in 96-well plates. Then, the viability of the cells was evaluated with the aid of CCK-8 (Bimake, B34304). A SpectraMax 190 (Molecular Devices, USA) was used to assay the optical density (OD) at 450 nm. The IC50s were calculated from sigmoidal dose–response curves utilizing Prism.

### Network Pharmacology Analysis

The chemical ingredients and target genes of SCH were investigated based on the Traditional Chinese Medicine Systems Pharmacology (TCMSP) database. Parameters such as oral bioavailability (OB) ≥30% and drug likeness (DL) ≥0.18 were evaluated according to the thresholds recommended in the TCMSP. TNBC-related genes were collected from Gene Cards (www.genecards.org) and Online Mendelian Inheritance in Man (OMIM). After collecting the data for genes of interest pertaining to SCH and TNBC, the shared genes between SCH-related genes in TNBC were identified by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (15).

### High-Performance Liquid Chromatography

The quercetin standard was dissolved in methanol, generating concentrations of 0.1, 0.05, 0.02, 0.01, and 0.005 mg/ml, which were used to prepare the standard curves for quercetin quantification in the tested sample. Aqueous extracts of SCH (100 mg) were extracted *via* ultrasonication in methanol (1 ml) for 20 min. The extracted solutions were subjected to a 0.22-μm filter membrane, yielding a clear solution for high-performance liquid chromatography (HPLC) analysis. Analytical HPLC experiments were conducted on a Dionex UltiMate 3000 instrument (Thermo Scientific, Waltham, MA, USA) equipped with a diode array detector and a Waters XSelect HSS T3 C18 column (250 × 4.6 mm, 5 μm). The chromatographic conditions for HPLC analysis were as follows: acetonitrile-H2O (0.1% H_3_PO_4_) (30:70, v/v), flow rate of 1 ml per min, column temperature of 30°C, run time of 20 min, and a detected wavelength of 360 nm.

### Thin-Layer Chromatography

Using β-sitosterol as the standard compound, SCH was analyzed by thin-layer chromatography (TLC). In general, TLC was performed using precoated silica gel GF254 plates (2.5 × 7.5 cm, Qingdao Marine Chemical Inc.) with petroleum ether-ethyl acetate (9:1, v/v) as the developing solvents. Then, the spots were visualized by spraying the plates with 20% sulfuric acid in EtOH, followed by heating at 90°C.

### RNA Sequencing and Data Analysis

RNA sequencing of MDA-MB-231 cells (vehicle vs. SCH treatment) was carried out by Novogene Corporation (Beijing, China). The sequencing libraries were created using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) according to the manufacturer’s instructions. FPKM (expected number of Fragments Per Kilobase of transcript sequence per Million base pairs sequenced) was used to estimate gene expression levels. The ClusterProfiler R package was used to test the statistical enrichment of differentially expressed genes in KEGG pathways. We have submitted our RNA-seq dataset to the Gene Expression Omnibus (GEO) under accession number GSE189547.

### Comet Assay

DNA damage was assayed by a comet assay (16). Using alkaline lysis buffer, the cells were lysed and electrophoresed (buffer counteracted with PBS), stained, and assessed with Gold View (Coolaber, SL2140). Ultimately, cells were documented with a Leica fluorescence microscope (Leica Microsystems, Wetzlar, Germany), and the occurrence of the DNA in the tail (percentage) was evaluated on a quantitative scale of DNA damage using CASP (Comet Assay Software Project Lab) software.

### Animals

The protocol for animal experiments was approved by the Animal Research Committee of Dalian Medical University. To develop breast cancer xenografts, MDA-MB-231 cells (6 × 10^6^) were subcutaneously inoculated into female BALB/c nude mice. At the culmination of the 7th day of implantation, mice were administered vehicle, quercetin (75 mg kg^-1^), β-sitosterol (75 mg kg^-1^), or both quercetin and β-sitosterol each day *via* oral gavage for 3 weeks. The tumor volumes were calculated every 5 days with the aid of calipers and were quantified using the following formula: tumor volume = (length × width^2^)/2. At the end of the experiment, mice were subjected to carbon dioxide asphyxiation for euthanasia: the mice were put into a clean container with carbon dioxide at a slowly increasing concentration. After approximately 10 min, the mice died slowly and painlessly.

### Immunohistochemistry

Immunohistochemical (IHC) staining was performed using the streptavidin–peroxidase method. Formalin-fixed paraffin-embedded tumor tissues were cut into 4-µm-thick sections that were dewaxed and rehydrated using standard conditions. Sections were pretreated with 10 mM Tris–Na citrate (pH 6) for 20 min at 95°C and washed. Then, the sections were incubated for 10 min in 3% H_2_O_2_ in PBS to inhibit endogenous peroxidase. The slides were blocked in goat serum for 30 min, followed by incubation with antibodies (the same antibodies used for immunoblotting) overnight at 4°C. After washing with PBS, the biotinylated secondary antibody–HRP conjugate was applied for 60 min at room temperature. The sections were counterstained with hematoxylin. Additionally, some slides were stained with hematoxylin and eosin (H&E). After dehydration and mounting, histological samples were quantified using a microscope (Lecia, DMI1) at ×200 magnification. Tumor necrosis was determined according to the percentage of the overall necrosis area. The proteins involved in DNA damage and repair were quantified by the percentage of the overall area that was stained. For each sample, the percentages of positive staining were assessed on the basis of three random microscope fields, and each group was tested with three independent samples.

### Statistical Analysis

Data are presented as the mean ± standard deviation (SD). GraphPad Prism software was employed to perform unpaired two-sided t tests, one-way ANOVA, and Tukey’s multiple-comparison tests (for both *in vitro* and *in vivo* animal studies). CalcuSyn 2.0 software (Biosoft) was used for the drug interaction assessment (Chou–Talay method). An additive effect was indicated by combination index (CI) =1, whereas synergism was indicated by CI <1 and antagonism was indicated by CI >1. A P value <0.05 was considered to indicate statistical significance.

## Results

### SCH Suppresses TNBC Cell Growth and Induces TNBC Cell Apoptosis

We investigated the *in vitro* cytotoxicity of SCH against human TNBC cells (MDA-MB-231, HCC1187) and mouse TNBC 4T1 cells using a clonogenic survival experiment. **Figures 1A, B** shows the time-dependent and dose-dependent suppressive effect of SCH on TNBC cells. A high dose of SCH (200 mg/l) reduced the clonogenic potential to a level comparable to that achieved with a traditional chemical medication (cisplatin 5 µM, paclitaxel 10 µM) (**Figure S1A**). We also examined the drug sensitivity of various subtypes of breast cancer cells to SCH (**Figure S1B**). According to the data, the appropriate therapeutic dosage of SCH for TNBC is 50–200 mg/l. In addition, we performed a Transwell assay and found that SCH suppressed cellular migration and invasion 48 h after treatment (**Figures 1C, D**). The effect of SCH on cell survival was also investigated, and the results demonstrated that SCH treatment promoted G0/G1-phase cell-cycle arrest (**Figure S2**), followed by apoptotic cell death (**Figures 2A, B**), with increasing levels of cleaved PARP (**Figure 2C**), an indicator of apoptosis. Altogether, these results indicate that SCH has antitumor activity against TNBC cells.

**Figure 1:**
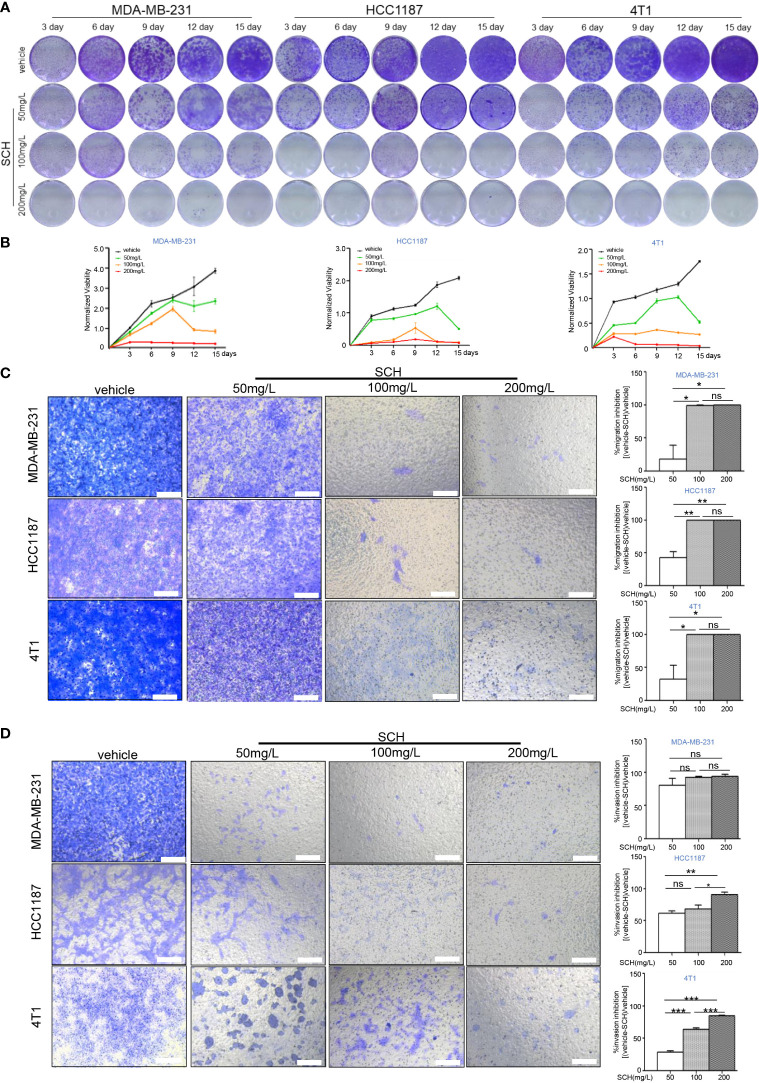
SCH inhibits TNBC cell growth, migration, and invasion. **(A)** TNBC cells were cultured with varying dosages of SCH for 3, 6, 9, 12, and 15 days and stained *via* crystal violet (media were replenished every third day). **(B)** The quantification of the clonogenic survival assay is shown as mean ± S.D. from three independent experiments. Representative images of the migration **(C)** and invasion **(D)** after SCH treatment. Scale bar, 100 µm. Results exhibited as mean ± S.D. from three separate trials. “ns”, not significant, *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s *t*-test).

**Figure 2:**
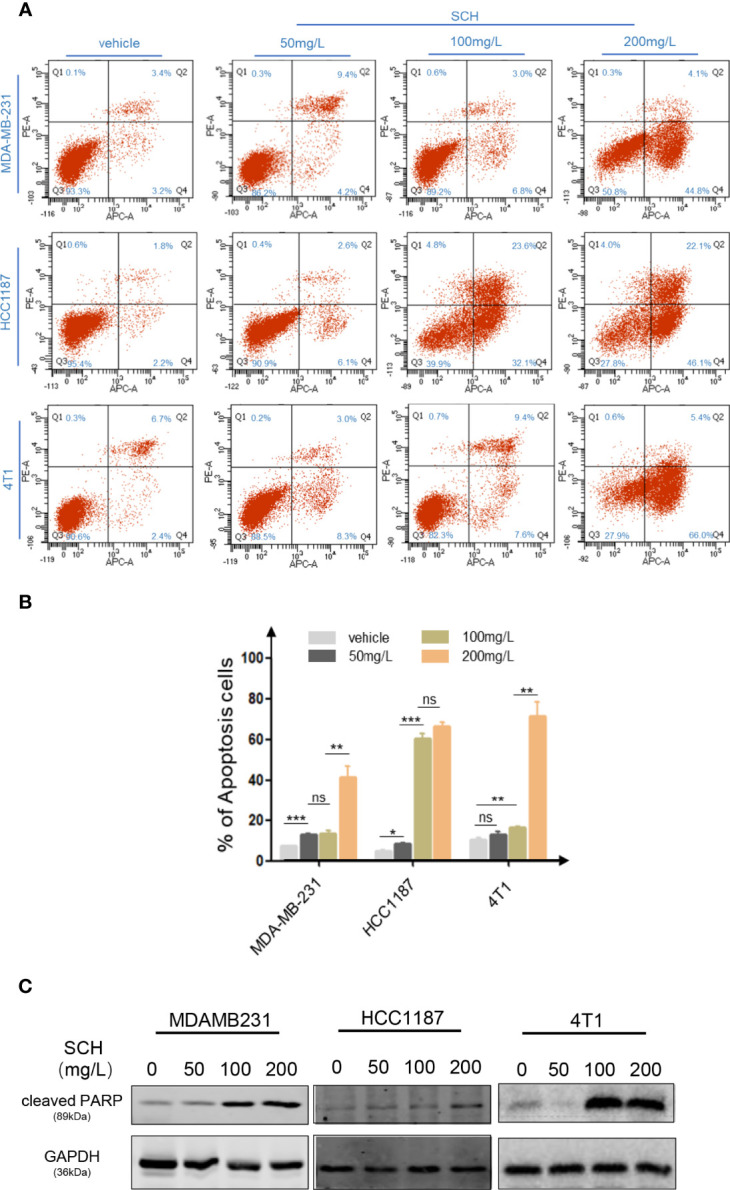
SCH activates TNBC cell apoptosis. **(A)** Apoptotic cell death was evaluated *via* flow cytometric analysis subsequently DAPI and FITC-Annexin V staining in cells treated with varying dosages of SCH. **(B)** The % of Annexin V+/PI- (early apoptotic cells, lower right), Annexin V+/PI+ (late apoptotic cells, upper right), Annexin V-/PI- (viable cells, lower left), and Annexin V+/PI+ (necrotic cells, upper left) cells are displayed. Columns epitomize the % of Annexin V-positive TNBC cells. “ns,” not significant, *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s *t*-test). **(C)** TNBC cells were treated with varying dosages of SCH for 24 h and then subjected to an immunoblotting analysis.

### Quercetin and β-Sitosterol Synergistically Inhibit TNBC Cells

Based on the TCMSP database, the main therapeutic constituents of SCH were identified as quercetin and β-sitosterol (**Table 1**). The ingredients with low OB (≤ 30%) or low DL (≤ 0.18) are not listed in the table. Using HPLC and TLC, we verified the presence of quercetin and β-sitosterol in SCH (**Figure S3**). The effects of quercetin and/or β-sitosterol on TNBC cells were then assessed using cell viability tests. Interestingly, both quercetin and β-sitosterol inhibited TNBC cell growth, and the combination treatment resulted in a more dramatic dose-susceptible suppression of cell viability than monotherapy (**Figure 3A**). The CI values revealed a strong synergism of the combination treatment, with CI <1.0 for all dosages tested (**Figure 3B**). Furthermore, the combination treatment’s synergism was verified by a 3-day clonogenic survival experiment (**Figures S4A, B**). We assessed the synergistic inhibition of the combination treatment on cell migration and invasion using a Transwell assay (**Figures 3C, D**). In addition to the synergistic inhibition of TNBC viability, the synergistic induction of G0/G1-phase cell-cycle arrest (**Figure S4C**), cell apoptosis (**Figures 4A, B**), and activation of cleaved PARP were observed after the combination treatment (**Figure 4C**). These findings confirm that the major components of SCH are effective in inhibiting TNBC growth and that the combination of these substances generates significant synergistic cytotoxicity.

**Table 1:** Bioactive Compounds of SCH.

Molecule ID	Molecule Name	OB (%)	DL
MOL000358	beta-sitosterol	36.91	0.75
MOL000098	quercetin	46.43	0.28

OB, oral bioavailability. DL drug likeness.

**Figure 3:**
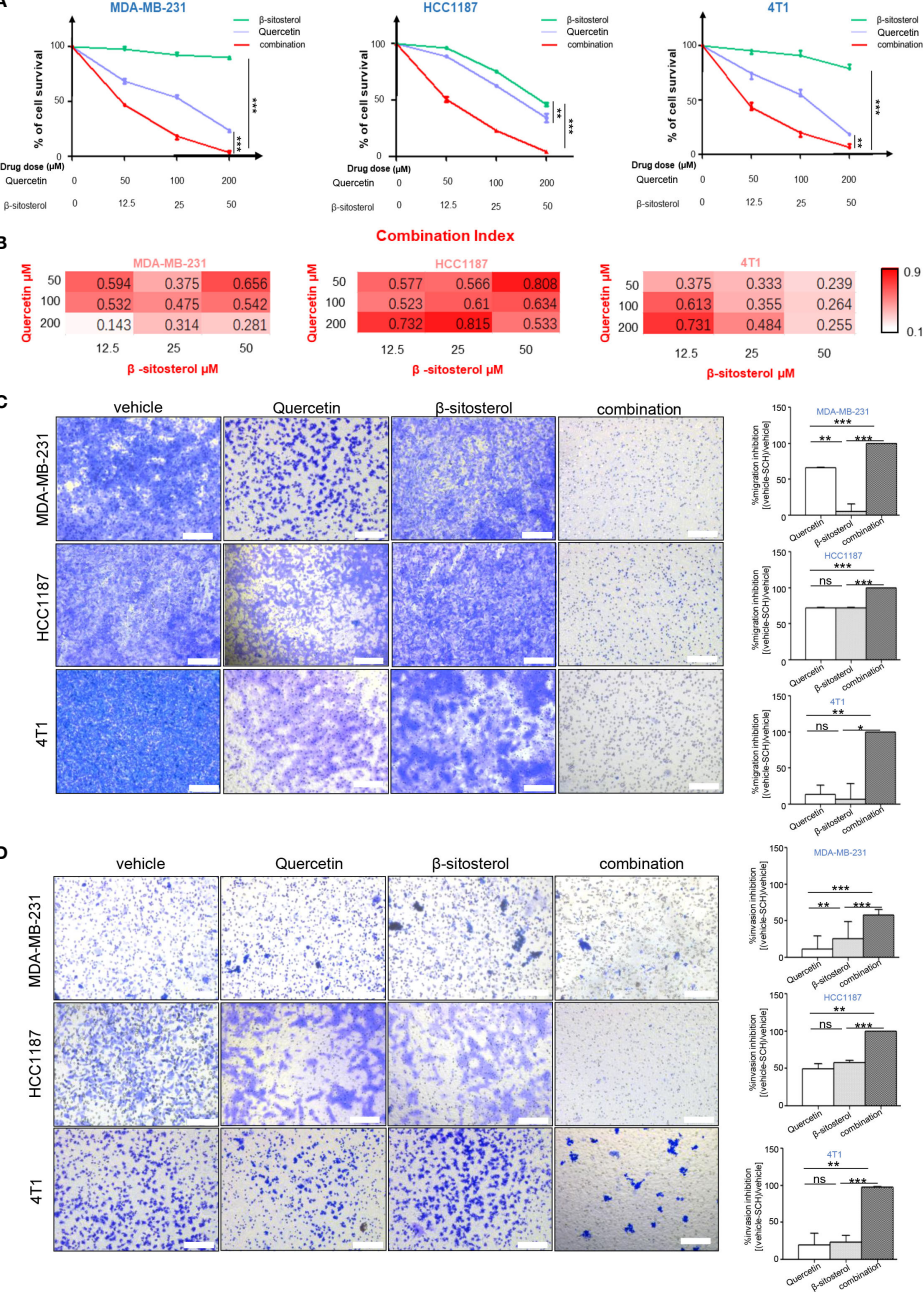
The combination of quercetin and β-sitosterol induces synergistic growth inhibitory effects on TNBC cells. **(A)** TNBC cells were simultaneously treated with quercetin and/or β-sitosterol for 48 h. Cell viability was measured *via* CCK-8 assay and depicted as the percentage of viable cells in the experimental group relative to than in the control group. Results are presented as mean ± S.D. from three separate trials. **(B)** The combined effect of quercetin and beta-sitosterol was gauged with the aid of CalcuSyn software. Heatmaps depict the combination index (CI). Representative images of the migration **(C)** and invasion **(D)** after quercetin and/or β-sitosterol treatment with Transwell assay. Scale bar, 100 µm. Results exhibited as mean ± S.D. from three separate trials. “ns,” not significant, *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s *t*-test).

**Figure 4:**
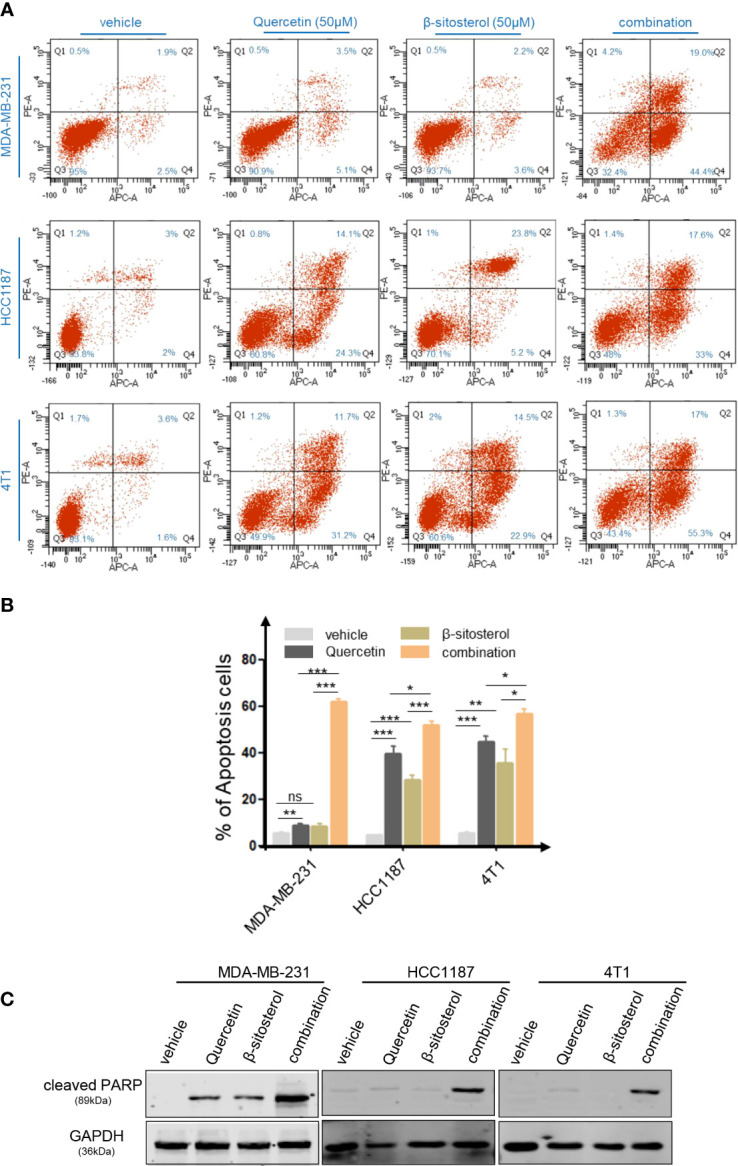
The combo treatment of quercetin and β-sitosterol synergistically increases TNBC cell apoptosis. **(A)** Apoptotic cell death was assessed by flow cytometric analysis following DAPI and FITC-Annexin V staining in cells treated with quercetin and/or β-sitosterol for 48 h. **(B)** The % of Annexin V+/PI- (early apoptotic cells, lower right), Annexin V+/PI+ (late apoptotic cells, upper right), Annexin V-/PI- (viable cells, lower left), and Annexin V+/PI+ (necrotic cells, upper left) cells are shown. Columns represent the percentages of Annexin V-positive TNBC cells. “ns,” not significant, *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s *t*-test). **(C)** TNBC cells were treated with quercetin and/or β-sitosterol for 24 h and then subjected to an immunoblotting analysis.

### SCH Exerts Its Antitumor Effect Through the P53 Signaling Pathway in TNBC

Using network pharmacology analysis, 83 genes were identified as SCH- candidate genes, while 4,129 TNBC-related genes were acquired from Gene Cards and the OMIM database. Next, we located 65 shared genes between SCH-targeted genes and TNBC-related genes (**Figure 5A**). Then, to identify SCH-related pathways in TNBC, KEGG analysis of shared genes was performed. As shown in **Figure 5B**, many classical pathways, such as the p53 signaling pathway, apoptosis pathway, and TNF signaling pathway, were represented. 

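For the RNA sequencing, MDA-MB-231 cells, a human TNBC cell line, were treated for 24 h with vehicle or with SCH at 100 mg/l, the dose that the sample labels give, with 3 samples in each group. Novogene made the libraries from mRNA purified with poly-T beads and sequenced them on an Illumina HiSeq instrument. The authors deposited raw counts per gene, without normalization, and FPKM values, which divide each count by the gene's length and by a scale of the sample. The paper's text does not name the aligner, the counting program, the genome build or the test for differential expression. All 58735 gene identifiers are in release 29 of GENCODE, and 58724 of the genes have the same start and end as there, on GRCh38. The total counts on genes were 20291379, 18714240 and 18334857 in the vehicle-treated samples (median 18714240) and 16836369, 17979434 and 18414924 in the SCH-treated samples (median 17979434). The 10 genes with the most counts held between 4.11% and 4.77% of a sample's total. Differences between the groups were tested on the counts with edgeR's quasi-likelihood test after TMM normalization, over the 14736 genes that passed edgeR's filter on low counts, and an adjusted p under 0.05 (Benjamini-Hochberg) was taken as the threshold. The common biological coefficient of variation between replicates was 5.17%. Across genes, which are not independent replicates, the correlation of log2 CPM, counts scaled to a common library size, was 0.993 to 0.994 between samples of the same group and 0.968 to 0.971 between samples of different groups. The plot of the principal components shows the distance between the groups against that between replicates.

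**Figure D1:**
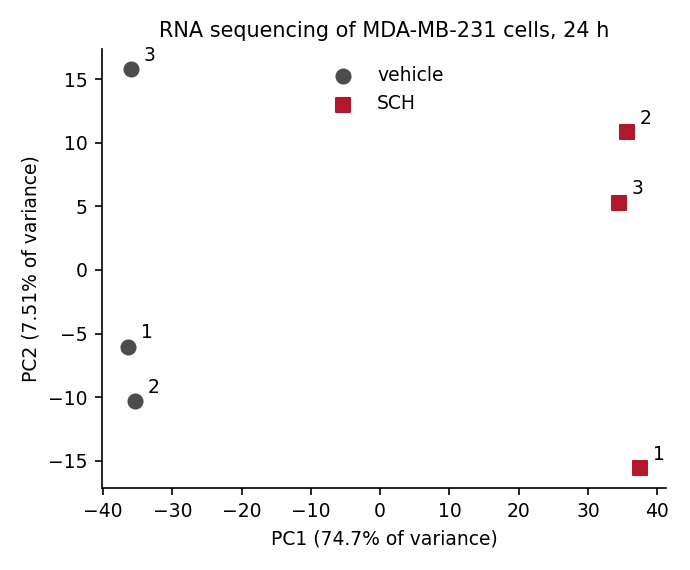
Principal components of log2 CPM of the tested genes, with vehicle-treated samples as circles and SCH-treated samples as squares, numbered by replicate. The first component (x axis, 74.7% of the variance) parts the 3 vehicle-treated from the 3 SCH-treated samples, and the second (y axis, 7.51%) parts replicates within each group.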

We performed RNA sequencing to detect transcriptome alterations in MDA-MB-231 cells generated by SCH treatment for 24 h to learn more about the underlying anticancer mechanism of SCH. RNA sequencing analysis revealed a substantial link between the p53 signaling pathway and SCH, confirming the findings of bioinformatic research (**Figure 5C**). 

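After 24 h of SCH treatment, 8650 of the 14736 tested genes (58.7%) had changed, 4318 of them raised and 4332 lowered. Their median absolute log2 fold change was 0.46. At least 1 on the log2 scale was reached by 1292 of them, of which 573 were raised and 719 lowered, and this limit moved the count more than any other alternative. In 9199 genes (62.4%), every SCH-treated sample lay on one side of every vehicle-treated sample, against a share of 10% that chance gives for 3 samples against 3. With library size alone in place of the normalization factors, the median log2 fold change of all tested genes moved to 0.099, and 62.6% of the changed genes were raised (5519 raised, 3295 lowered) in place of 49.9%.

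The largest rise among the changed genes with a mean count of at least 100 and groups that do not overlap was that of SLC6A8 (ENSG00000130821), on chromosome X from 153688099 to 153696593, which encodes a solute carrier. It had 26.9 ± 2.09 normalized CPM (SD, n = 3) after SCH and 4.17 ± 0.261 (SD, n = 3) after vehicle. Its log2 fold change was 2.69 (standard error 0.11, adjusted p = 1.54e-15 from edgeR's quasi-likelihood test). The largest fall was that of SHANK2 (ENSG00000162105), on chromosome 11 from 70467856 to 71252577, with 0.728 ± 0.194 CPM (SD, n = 3) after SCH and 16.4 ± 0.909 (SD, n = 3) after vehicle. Its log2 fold change was -4.48 (standard error 0.17, adjusted p = 6.95e-16 from the same edgeR test), and on the scale of log2(FPKM + 1) it was -0.83. The next largest rises were those of VASN, TMEM191A (a pseudogene), SESN3 and CLU, with log2 fold changes from 2.42 to 2.55, and the next largest falls those of CDH4, PARD3B, SDK1 and GPC6, from -4.28 to -3.35. The order of these genes depended on the scale. CDH4 stayed at -3.64 or lower over the alternatives, so on log2(FPKM + 1) its fall was larger than that of SHANK2. The lowest value of SLC6A8 over the alternatives was 1.73, under the lowest of CLU (2.10).

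Enrichment was computed with a list of 72 genes of the p53 signaling pathway written from general knowledge, since the KEGG release behind Fig. 5C was not at hand. Of the 64 that were tested, 50 had changed (78.1%), 31 raised and 19 lowered, and 50 also passed when adjusted over the list alone. Against all tested genes the odds ratio was 2.52 (one-sided Fisher's exact test, adjusted p = 0.00479 over 17 gene lists, with adjusted p from 7.04e-11 to 0.896 over the alternatives). Over the alternatives it ran from 1.014 among lowered genes alone to 5.46 without the filter on low counts. Among genes that changed by at least 1 on the log2 scale, 10 of the 64 were in the list (odds ratio 1.93, adjusted p = 0.216 from Fisher's exact test). With the genes of the 17 lists alone as the background, the odds ratio was 1.34 (adjusted p = 0.633 from Fisher's exact test). Among raised genes alone it was 2.28. Within 10 bins of mean expression level, a comparison chosen after the values were seen, 43.0 changed genes would follow from the level of the list's genes alone, and the odds ratio was 1.77 (exact conditional test, adjusted p = 0.156). The plot of the list's log2 fold changes gives each gene with its standard error. CCNB1 (ENSG00000134057), on chromosome 5 from 69167010 to 69178245, fell from 359 ± 5.76 to 122 ± 1.65 CPM (SD, n = 3 each), a log2 fold change of -1.55 (standard error 0.048, adjusted p = 1.22e-17 from edgeR's test). CCNB3 had a log2 fold change of -1.90 on few counts, and -0.31 on the scale of log2(FPKM + 1). Among the list's other large changes were CCNG2 (1.37) and CASP9 (1.07), which rose, and THBS1 (-1.07), which fell.

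**Figure D2:**
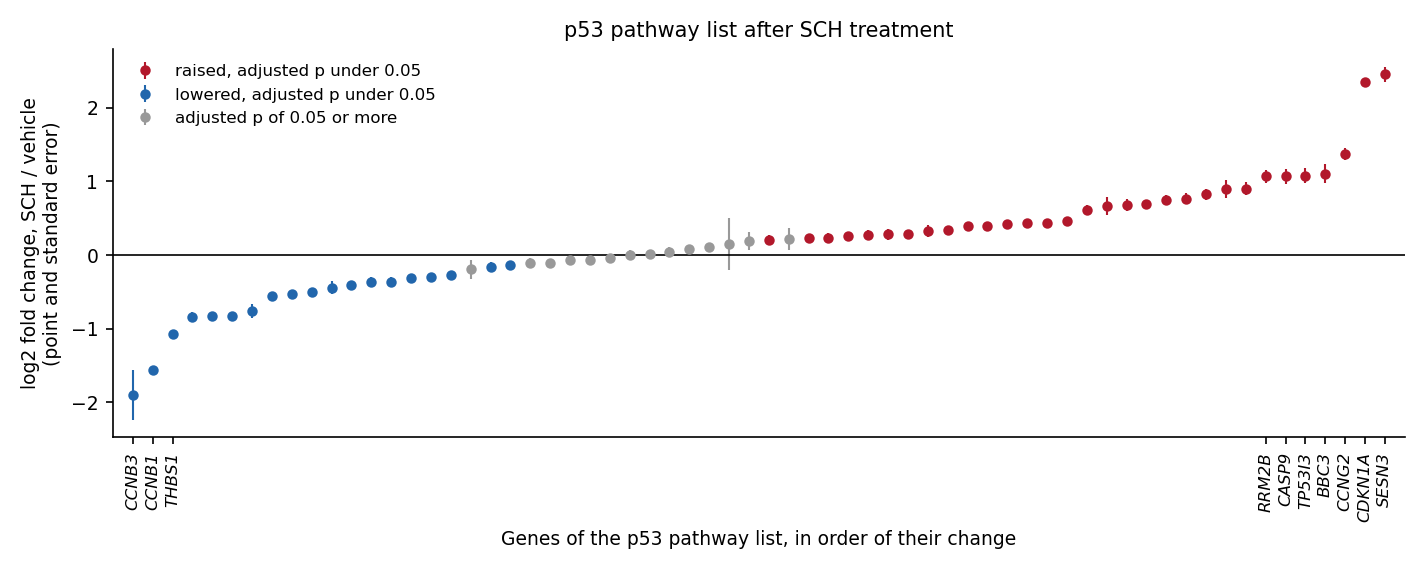
Log2 fold change (y axis, SCH over vehicle, n = 3 each) of the 64 tested genes of the p53 pathway list, in order of their change, with the names of the 10 that changed most. Points are edgeR's estimates and bars their standard errors, in red for 31 raised and in blue for 19 lowered genes with an adjusted p under 0.05 and in grey for the others.

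Of the 65 target genes of the network, read by eye from Fig. 5A, 49 were tested and 37 had changed, 19 raised and 18 lowered, and 38 passed when adjusted over the list alone. Their odds ratio was 2.17 (one-sided Fisher's exact test, adjusted p = 0.0362, with adjusted p from 4.17e-06 to 0.829 over the alternatives) and 1.49 within 10 bins of mean expression level (exact conditional test, adjusted p = 0.242). The 10 with the largest change included FOS (log2 fold change 1.74) and ICAM1 (0.94, with 23.6% of its exonic bases in exons of another gene) among the raised genes and CAV1 (-1.17), PRKCA (-1.09), BIRC5 (-0.99), PPARG (-0.89), CCND1 (-0.83) and BCL2 (-0.76) among the lowered. From the enrichment of the differentially expressed genes in Fig. 5C, the paper concludes that the p53 signaling pathway is linked to SCH, as in its network analysis.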

Recent research showed that quercetin and β-sitosterol therapy triggered the p53 signaling pathway (17–19). 

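The direction of the p53-related changes was tested with limma's camera, two-sided and with a preset inter-gene correlation of 0.01, on each list as a set. The 64 tested genes of the p53 pathway list had a median log2 fold change of 0.20 (camera, adjusted p = 0.0586 over 17 gene lists, from 2.66e-04 to 0.145 over the alternatives), and without vehicle replicate 2 it was 0.11. A list of 38 known transcriptional targets of p53, 36 of them tested, had a median log2 fold change of 0.29 (camera, adjusted p = 1.07e-05, from 3.27e-10 to 0.0319 over the alternatives). In it 22 genes were raised, 4 were lowered and 26 passed when adjusted over the list alone. Of the 9 lists past the threshold with camera, 3 stayed past it with the correlation estimated from the data, namely the p53 targets, the G2/M genes and the NF-kB targets. All 9 did with fry, as did the p53 pathway list, which was not past the threshold with the estimated correlation.

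CDKN1A (ENSG00000124762), on chromosome 6 of GRCh38 from 36676460 to 36687339, encodes the cyclin-dependent kinase inhibitor p21, a target of p53. It rose from 103 ± 7.90 normalized CPM (SD, n = 3) after vehicle to 525 ± 10.6 (SD, n = 3) after SCH, a log2 fold change of 2.34 (standard error 0.055, adjusted p = 1.52e-19 from edgeR's quasi-likelihood test), and each SCH-treated sample was above each vehicle-treated sample (exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow). MDM2 (ENSG00000135679), on chromosome 12 from 68808176 to 68850686, is another target of p53 and encodes the ligase that degrades it. It had 80.5 ± 4.00 CPM (SD, n = 3) after SCH and 80.6 ± 7.52 (SD, n = 3) after vehicle. Its log2 fold change was -0.00079 (standard error 0.064, adjusted p = 0.993 from edgeR's test), smaller than the spread between replicates. BBC3, TP53I3 and RRM2B had log2 fold changes of 1.11, 1.08 and 1.07, with the groups apart in each.

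**Figure D3:**
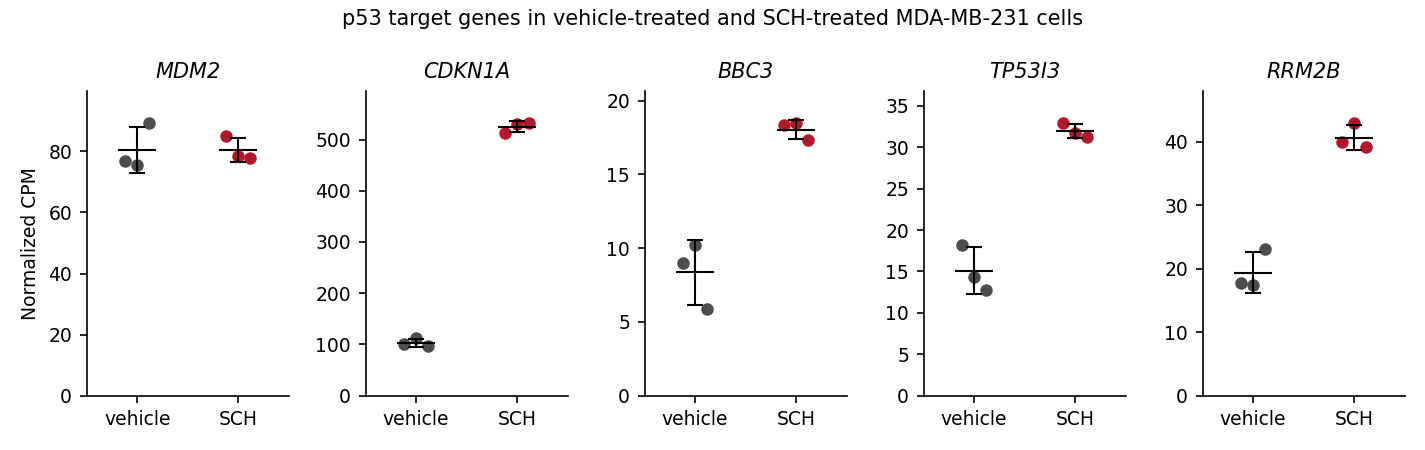
Normalized CPM (y axis, from 0) of 5 p53 target genes in each vehicle-treated and SCH-treated sample (points, n = 3 each), with the mean and SD as black bars. CDKN1A lies between 97.6 and 112 after vehicle and between 513 and 532 after SCH, and BBC3, TP53I3 and RRM2B are also higher in every SCH-treated sample, while the groups overlap in MDM2.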

Taken together, the current findings reveal a link between SCH therapy and the regulation of the p53 signaling pathway in TNBC cells.

**Figure 5:**
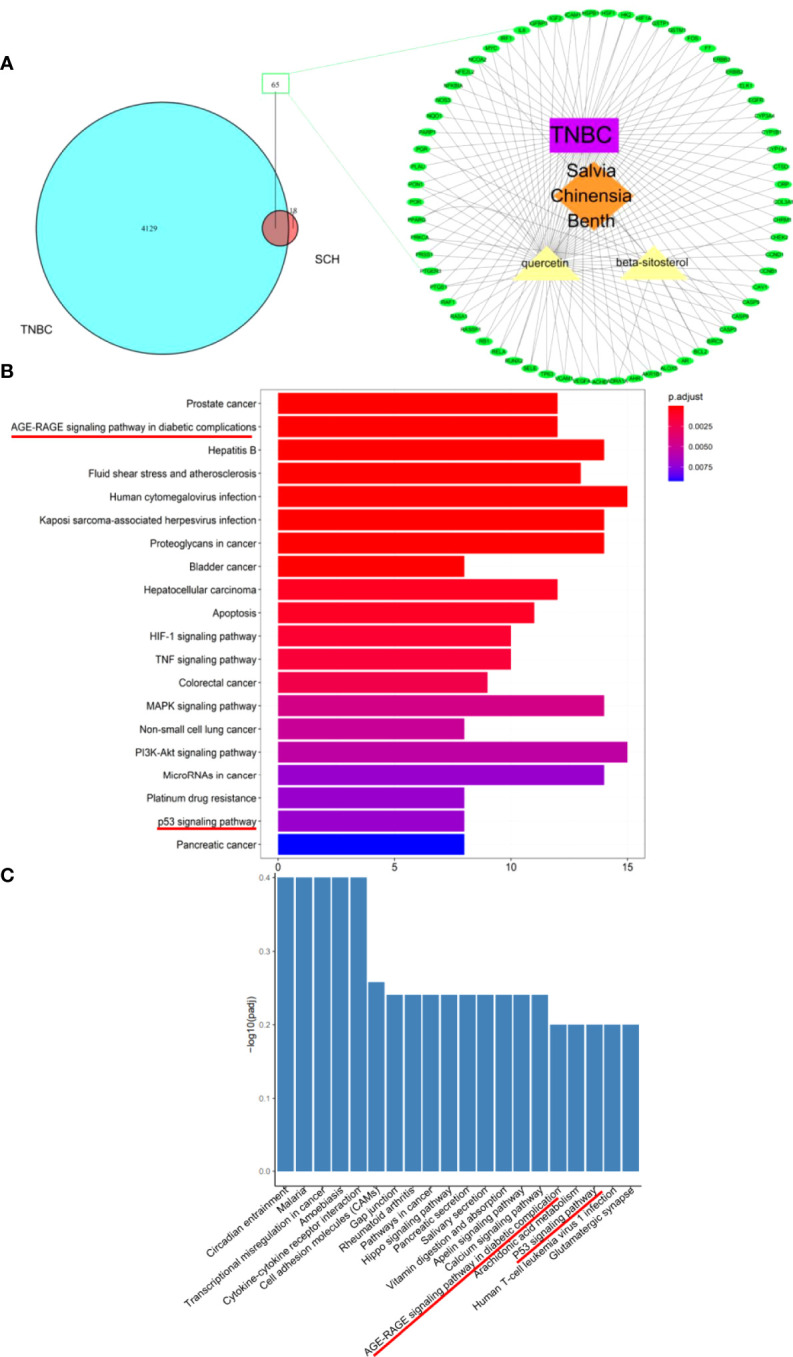
Bioinformatic analysis and transcriptome analysis divulge latent targets of SCH. **(A)** C–T network of SCH. The green ellipse represents target genes. The purple rectangle, orange diamond, and yellow triangle stand for compounds. KEGG pathway enrichment scrutiny of target genes of SCH from online database **(B)** and transcriptome analysis **(C)**. Pathways with attuned *P*-value <0.05 are shown.

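The AGE-RAGE signaling pathway, which is marked beside the p53 signaling pathway in Fig. 5B and Fig. 5C, was followed with a list of 100 genes, also written from general knowledge. Of the 85 tested, 60 had changed (70.6%), 29 raised and 31 lowered, and 61 passed when adjusted over the list alone. The odds ratio was 1.69 (one-sided Fisher's exact test, adjusted p = 0.0423, with adjusted p from 7.47e-10 to 1.000 over the alternatives). It was 1.38 within 10 bins of mean expression level (exact conditional test, adjusted p = 0.234) and 0.840 with the genes of the 17 lists as the background. As a set, the list showed no shift to one side, with a median log2 fold change of 0.0039 (camera, adjusted p = 0.785, from 0.189 to 0.992 over the alternatives), which went to -0.024 without vehicle replicate 2 and to 0.060 without vehicle replicate 3.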

### SCH Activates DNA Damage and Impairs DNA Damage Repair in TNBC Cells

Stimulation of p53-mediated transcription is a crucial cellular reaction to DNA damage, culminating in cell-cycle arrest and reduced cell proliferation (20). Thus, we assessed the impact of SCH on DNA damage by the comet assay. SCH treatment significantly increased DNA damage in a dose-dependent manner, as measured by the percentage of DNA in the tails (**Figure 6A**). Next, the effects of quercetin and β-sitosterol on DNA damage in TNBC cells were determined. In MDA-MB-231 cells, compared to a single drug, the combination of quercetin and β-sitosterol induced a strong synergistic induction of DNA damage (**Figure 6B**). At the molecular level, we conducted immunoblot analysis to evaluate the effects of SCH and its active ingredients quercetin and β-sitosterol on the expression of DNA damage response and repair proteins. In MDA-MB-231 cells treated with SCH for 24 h, DNA damage response proteins (p-H2AX^ser139^, p-ATM^ser1981^, p-CHK1^ser345^, p-ATR^ser428^, and p-p53^ser15^) were activated, while FANCD2 (involved in DNA inter-strand cross-link repair) and RAD51 (involved in DNA double-strand break repair) were downregulated (**Figure 7A**). To further investigate the suppression of DNA double-strand damage repair by SCH, we also evaluated the efficacy of the combination of SCH and olaparib (a PARP inhibitor) against TNBC (**Figure S5**). The combination of olaparib and SCH caused “synthetic lethality” by inducing the accumulation of single- and double-strand breaks simultaneously. Furthermore, compared to a single drug, quercetin and β-sitosterol induced substantial synergistic activation of DNA damage response proteins and inhibition of DNA damage repair proteins in MDA-MB-231 cells (**Figure 7B**). Together, these findings suggest that SCH suppresses TNBC progression *via* the synergistic ability of quercetin and β-sitosterol to induce DNA damage and restrain DNA damage repair.

**Figure 6:**
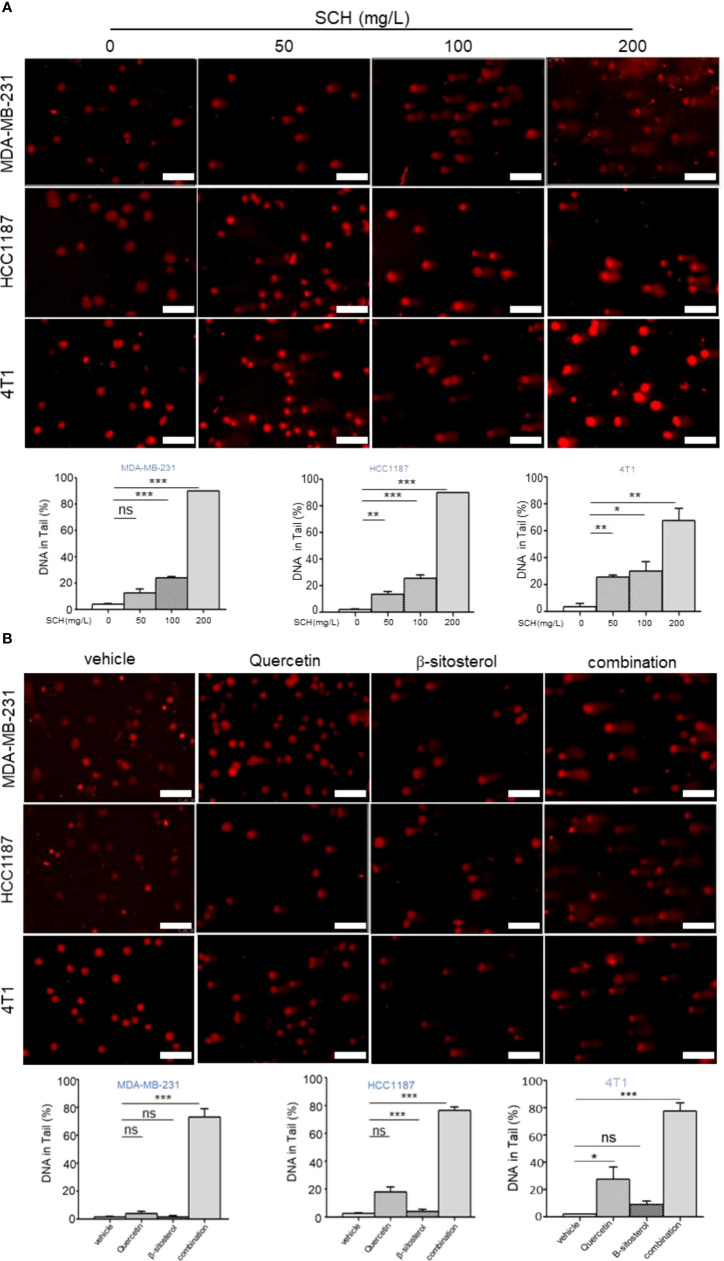
SCH treatment induces DNA damage *via* the synergistic effect of quercetin and β-sitosterol. **(A)** Comet assay (scale bar, 100 μm) was executed to appraise DNA damage in TNBC cells administered with varying dosages of SCH for 48 h. **(B)** Comet assay (scale bar, 100 μm) was performed to evaluate DNA damage in TNBC cells treated with quercetin and/or β-sitosterol for 48 h. The DNA quantification in the tail from three separate trials is revealed as mean ± S.D., ns-not significant, *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s *t*-test).

**Figure 7:**
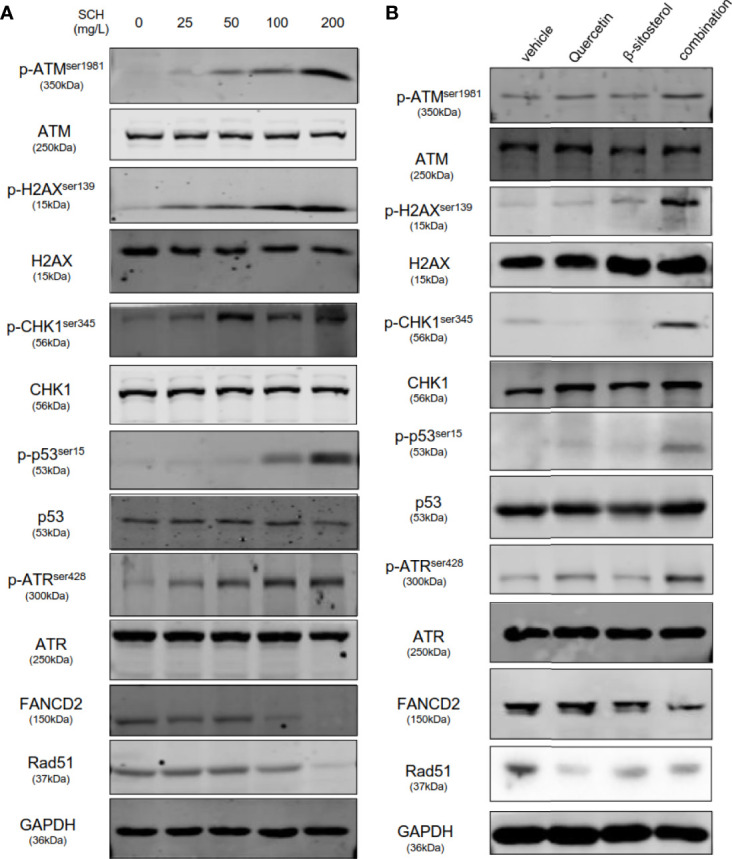
SCH and its key ingredients, quercetin and β-sitosterol, activate DNA damage response pathways and suppress DNA repair pathways. MDA-MB-231-whole-cell lysates administrated with varying concentrations of SCH **(A)**, quercetin and/or β-sitosterol **(B)** for 24 h were obtained and subsequently subjected to immunoblotting analysis and explored with the designated antibodies.

### Quercetin and β-Sitosterol Synergize to Suppress TNBC Tumor Growth *In Vivo*

After establishing that quercetin and β-sitosterol synergize to inhibit TNBC cell proliferation and survival *in vitro*, we evaluated their *in vivo* efficacy in a human breast cancer xenograft mouse model. After tumor establishment, the mice were treated with vehicle, quercetin, β-sitosterol, or a combination of quercetin and β-sitosterol. We found that the tumors in mice treated with a combination of quercetin and β-sitosterol were much smaller than the tumors in animals treated with a single agent (quercetin or β-sitosterol) (**Figures 8A, B**). All of the treatments were well tolerated (**Figure S6**). Furthermore, immunoblotting of tumor lysates confirmed the *in vivo* impacts of quercetin and β-sitosterol on DNA damage and repair pathways (**Figure 8C**). H&E and IHC analysis demonstrated that a combination of quercetin and β-sitosterol treatment induced more tumor necrosis and DNA damage than a single treatment (**Figure S7**). These findings suggest that quercetin and β-sitosterol inhibited TNBC cell proliferation *in vivo* by inducing DNA damage in a synergistic way.

**Figure 8:**
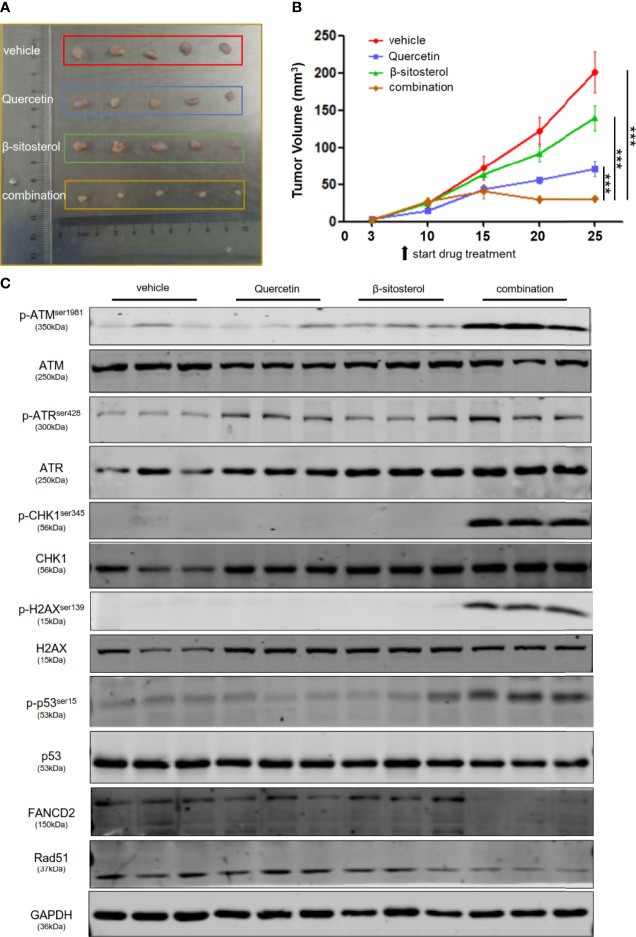
Combination therapy leads to significant tumor regression *in vivo*. **(A)** Nude mice were subcutaneously injected with MDA-MB-231 cells. Representative images show the dissected tumors in distinct treatment groups as specified at the endpoint. **(B)** The tumor growth curve of xenografts treated with vehicle or quercetin or β-sitosterol or combination. The data presented as mean ± S.E.M. n = 5 for each group. ***P < 0.001 (one-way ANOVA, with Turkey’s multiple-comparison tests). **(C)** The tumor lysates were collected, and the protein profusion was established by immunoblotting analysis.

## Discussion

TNBC patients tend to have worse morbidity than other subtypes due to significant molecular heterogeneity and metastatic potential, a lack of effective targeted treatments, and a strong predisposition to multidrug resistance (21). DNA-damaging agents, such as PARP inhibitors, cisplatin, and carboplatin, have long been used to treat TNBC and have been shown to dramatically improve patient survival. Our results revealed that SCH inhibited TNBC tumor growth *in vivo* and *in vitro* by causing DNA damage and suppressing DNA repair. This finding is useful as it provides a novel multitarget DNA-damaging agent for patients with advanced TNBC who have developed multidrug resistance.

SCH has been shown to have anticancer effects on hepatocellular carcinoma, gastric cancer, nasopharyngeal carcinoma, luminal breast cancer, and other cancers (9, 11, 22–25). We first observed the suppressive effect of SCH on TNBC cell proliferation, migration, and invasion, as well as the induction of cell death, in the current study. Moreover, SCH dramatically decreased tumor growth in TNBC xenograft mouse models, which was consistent with the *in vitro* data. Through network pharmacology and RNA sequencing analyses, two important constituents of SCH, quercetin and β-sitosterol, were found, and a putative relationship between SCH and the p53 signaling pathway was identified. The activation of the tumor-suppressor p53 is regarded as the major mechanism of apoptosis induced by DNA damage (26). We thus focused on the association between SCH and DNA damage and found that SCH treatment caused substantial DNA damage. Furthermore, immunoblotting revealed that after SCH therapy, DNA damage response proteins were activated, whereas DNA repair proteins were inhibited. These findings suggest that SCH could be used as a novel DNA-damaging agent to treat TNBC.

SCH has a variety of components, and we used HPLC and TLC to identify quercetin and β-sitosterol. Our data showed that the combination treatment of quercetin and β-sitosterol led to the synergistic suppression of cell viability, along with induction of apoptosis and caspase activation. Quercetin suppresses tumor progression through a variety of mechanisms, including antioxidative activity, growth inhibition, apoptosis induction, reduced inflammation, and angiogenesis inhibition (27–34). β-Sitosterol is a plant-derived compound that has anticancer properties in the context of breast, prostate, colon, and lung cancer. According to recent research, β-sitosterol disrupts the cell cycle, regulates multiple signaling pathways, and has effects on apoptosis, proliferation, survival, invasion, angiogenesis, metastasis, and inflammation (35–39). However, the effects of quercetin and β-sitosterol on DNA damage have yet to be fully explored. In the current study, we found that when quercetin and β-sitosterol were administered together, there was a larger increase in DNA damage and a larger reduction in DNA repair than when they were given separately.

Previously, only a few studies have examined the underlying mechanism of SCH for oncotherapy. Our findings reveal that SCH appears to target DNA damage mechanisms. The proteins transmitting signals from DNA damage and cell-cycle checkpoints to DNA repair pathways consist of ataxia-telangiectasia mutated (ATM), ATM- and Rad3-related (ATR), CHK1, H2AX, RAD51, and FANCD2. ATM is recruited to double-strand breaks (DSBs) and executes checkpoint signaling. ATR is activated by replication stress, during which it facilitates fork stabilization and restart. CHK1 and H2AX are effector kinases that function downstream of ATR and ATM. RAD51 is directly involved in the DSB repair processes of homologous recombination. The activation of FANCD2 marks the major activation switch for the FA pathway in the process of inter-strand cross-link repair (40, 41). In cells treated with SCH, there was a considerable increase in the phosphorylation of CHK1, H2AX, ATM, and ATR, culminating in the activation of p53, which supports our theory. Moreover, SCH downregulated the expression of FANCD2 and RAD51 at the same time, causing further DNA damage.

Approximately 50%–60% of TNBCs will exhibit homologous recombination deficiency (HRD) due to the genetic or epigenetic inactivation of one or more HR pathway genes (42). HRD is associated with vulnerability to DNA-damaging agents like anthracyclines and platinum chemotherapeutic agents or PARP inhibitors (43). Our study found that SCH caused apoptosis in TNBC cells by inducing double-strand DNA damage and blocking DNA damage repair. Simultaneously, additional research demonstrated that SCH and olaparib had a synergistic impact. In the future, we could administer SCH as a sensitizer combined with platinum-based chemotherapeutic agents or PARP inhibitors to treat advanced refractory TNBC. The ability of SCH to sensitize cancer cells to anticancer agents or defeat drug resistance is yet to be verified by clinical trials.

In summary, our findings highlight the antitumor effect of SCH therapy in TNBC, which is mediated by improvement of the DNA damage response and impairment of the repair pathway, and revealed the strong synergistic effect of the combination of quercetin and β-sitosterol (**Figure 9**). The current study provides a rationale for the future application of SCH in TNBC patients. Furthermore, the finding that SCH sensitizes TNBC cells to olaparib suggests that there may be value in combining SCH with other DNA-damaging agents to treat TNBC, which requires extensive research.

**Figure 9:**
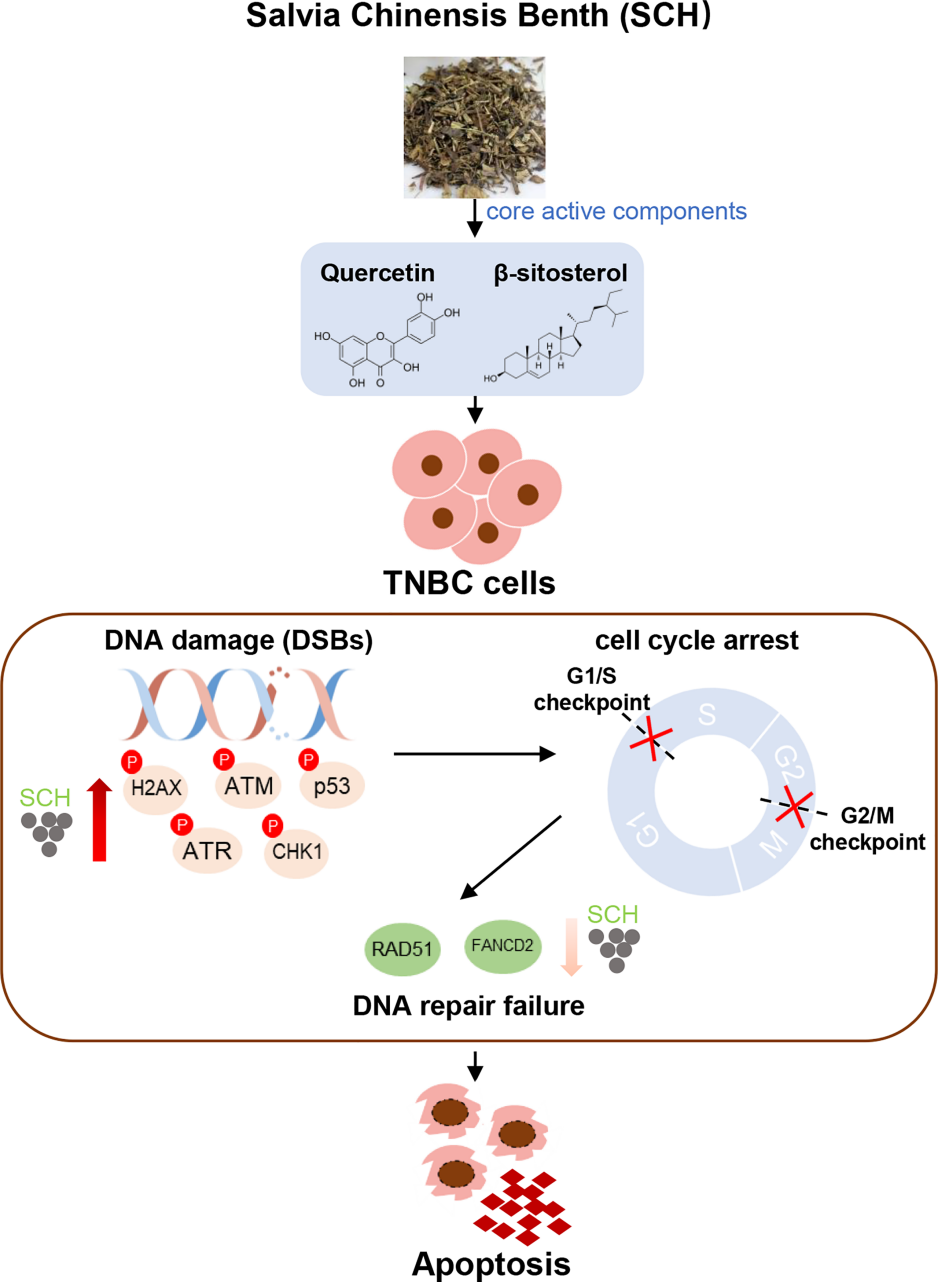
Schematics illustrate the identified signaling cascade triggered by SCH treatment. In TNBC cells, SCH treatment causes DNA damage (increased phosphorylation levels of H2AX, ATM, p53, ATR, and CHK1), which leads to cell-cycle arrest. At the same time, SCH treatment suppresses DNA repair (reduced RAD51 and FANCD2), and DNA repair failure finally leads to apoptosis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: National Center for Biotechnology Information (NCBI) BioProject database under accession number GSE189547.

## Ethics Statement

The animal study was reviewed and approved by the Animal Research Committee of Dalian Medical University.

## Author Contributions

Research design, ML, Z-wZ, and L-zX; Experiment operation, K-nW, YH, and L-lH; Data analysis, K-nW, L-zX, CS, H-yL and N-nJ; Manuscript preparation, K-nW, S-sZ, and S-wS; Thorough reading and final approval of the version, ML and Z-wZ to be published. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (81872156 and 82173361) and LiaoNing Revitalization Talents Program (XLYC2002057).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Salvia chinensis Benth Inhibits Triple-Negative Breast Cancer Progression by Inducing the DNA Damage Pathway
**Source:** Front Oncol. 2022 Aug 10;12:882784. doi: 10.3389/fonc.2022.882784
**Supplement:** Supplementary file 18

# BD FACSDiva 8.0.1

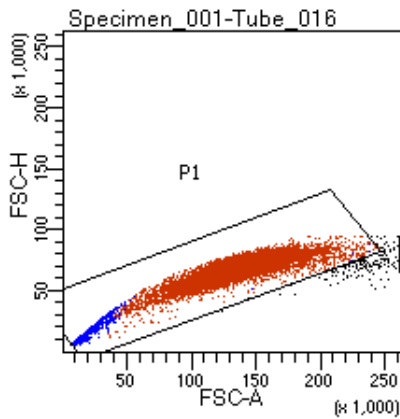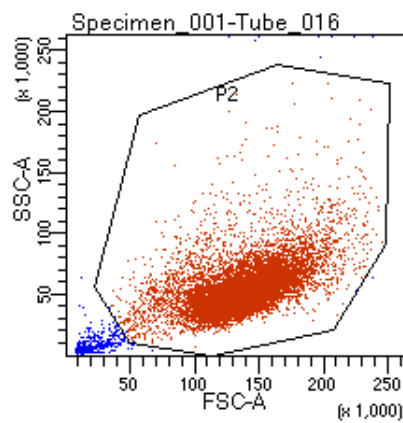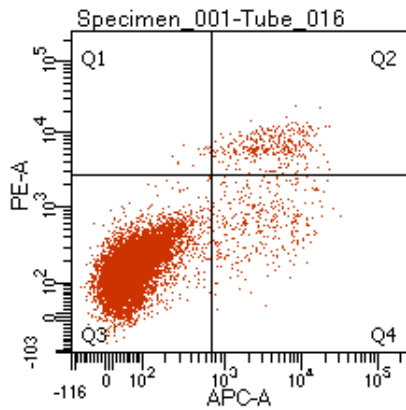

Tube: Tube\_016

| Population | #Events | %Parent | %Total |
|------------|---------|---------|--------|
| All Events | 11,203  | ####    | 100.0  |
| P1         | 10,671  | 95.3    | 95.3   |
| P2         | 10,036  | 94.0    | 89.6   |
| Q1         | 14      | 0.1     | 0.1    |
| Q2         | 338     | 3.4     | 3.0    |
| Q3         | 9,363   | 93.3    | 83.6   |
| Q4         | 321     | 3.2     | 2.9    |

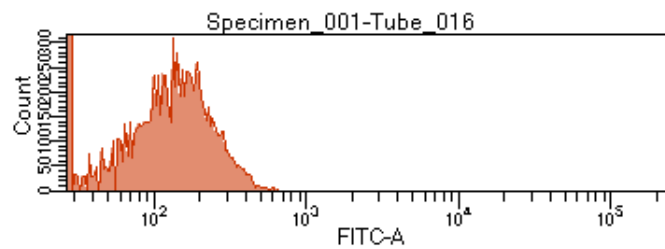

| Tube Name: | Tube_016                             |         |           |          |            |           |                |               |
|------------|--------------------------------------|---------|-----------|----------|------------|-----------|----------------|---------------|
| GUID:      | ffb3fff1-c91f-443a-8d8b-458494e6fd76 |         |           |          |            |           |                |               |
| Population | #Events                              | %Parent | PE-A Mean | PE-A %CV | APC-A Mean | APC-A %CV | APC-Cy7-A Mean | APC-Cy7-A %CV |
| All Events | 11,203                               | ####    | 486       | 363.2    | 429        | 418.9     | 254            | 440.2         |
| P1         | 10,671                               | 95.3    | 449       | 312.5    | 411        | 406.0     | 242            | 425.6         |
| P2         | 10,036                               | 94.0    | 454       | 306.4    | 394        | 415.0     | 232            | 436.0         |
| Q1         | 14                                   | 0.1     | 5,169     | 24.4     | 469        | 31.3      | 279            | 39.1          |
| Q2         | 338                                  | 3.4     | 7,141     | 41.7     | 5,356      | 77.7      | 3,259          | 81.4          |
| Q3         | 9,363                                | 93.3    | 194       | 77.3     | 75         | 108.7     | 39             | 131.9         |
| Q4         | 321                                  | 3.2     | 781       | 75.9     | 4,464      | 99.3      | 2,676          | 104.0         |

# Supplementary material for: Salvia chinensis Benth Inhibits Triple-Negative Breast Cancer Progression by Inducing the DNA Damage Pathway
**Source:** Front Oncol. 2022 Aug 10;12:882784. doi: 10.3389/fonc.2022.882784
**Supplement:** Supplementary file 18

# BD FACSDiva 8.0.1

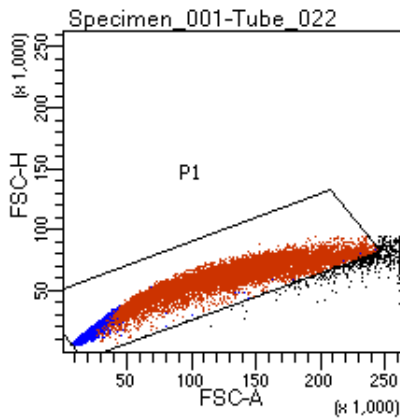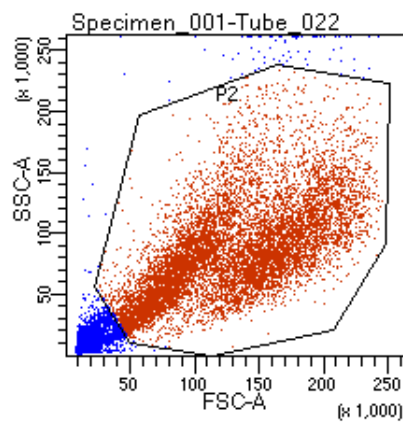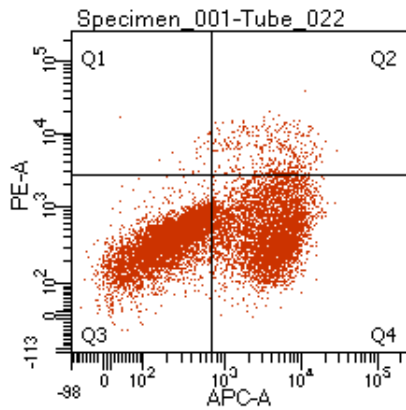

Tube: Tube\_022

| Population | #Events | %Parent | %Total |
|------------|---------|---------|--------|
| All Events | 14,359  | ####    | 100.0  |
| P1         | 13,065  | 91.0    | 91.0   |
| P2         | 9,741   | 74.6    | 67.8   |
| Q1         | 28      | 0.3     | 0.2    |
| Q2         | 400     | 4.1     | 2.8    |
| Q3         | 4,952   | 50.8    | 34.5   |
| Q4         | 4,361   | 44.8    | 30.4   |

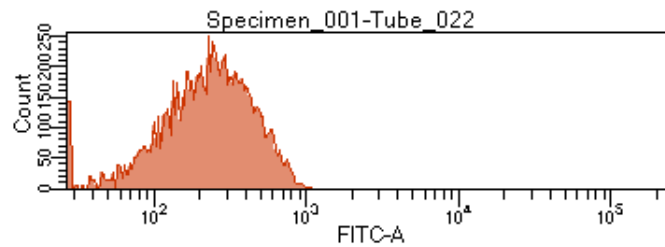

| Tube Name: | Tube_022                             |         |           |          |            |           |                |               |
|------------|--------------------------------------|---------|-----------|----------|------------|-----------|----------------|---------------|
| GUID:      | cbea945f-292c-4502-9069-05b5eb93169b |         |           |          |            |           |                |               |
| Population | #Events                              | %Parent | PE-A Mean | PE-A %CV | APC-A Mean | APC-A %CV | APC-Cy7-A Mean | APC-Cy7-A %CV |
| All Events | 14,359                               | ####    | 668       | 262.2    | 1,948      | 168.7     | 1,168          | 173.8         |
| P1         | 13,065                               | 91.0    | 630       | 219.1    | 1,947      | 146.5     | 1,166          | 151.0         |
| P2         | 9,741                                | 74.6    | 768       | 193.9    | 2,318      | 132.3     | 1,390          | 136.6         |
| Q1         | 28                                   | 0.3     | 5,976     | 55.1     | 453        | 38.8      | 261            | 42.5          |
| Q2         | 400                                  | 4.1     | 6,302     | 61.6     | 5,657      | 70.9      | 3,544          | 73.5          |
| Q3         | 4,952                                | 50.8    | 389       | 59.2     | 230        | 70.5      | 127            | 75.7          |
| Q4         | 4,361                                | 44.8    | 658       | 81.9     | 4,394      | 69.0      | 2,634          | 72.3          |

# Supplementary material for: Salvia chinensis Benth Inhibits Triple-Negative Breast Cancer Progression by Inducing the DNA Damage Pathway
**Source:** Front Oncol. 2022 Aug 10;12:882784. doi: 10.3389/fonc.2022.882784
**Supplement:** Supplementary file 18

# BD FACSDiva 8.0.1

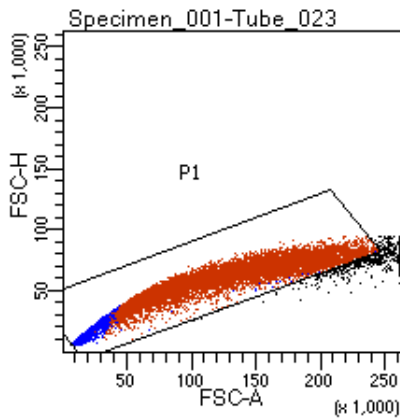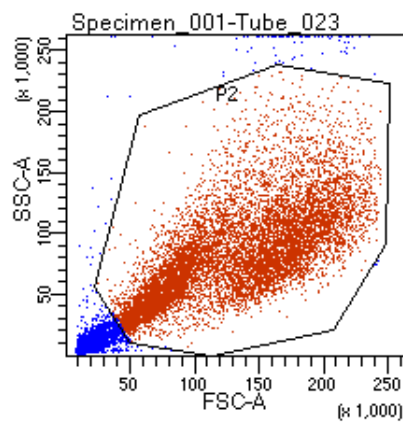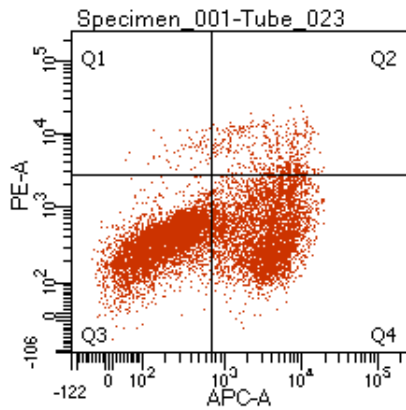

Tube: Tube\_023

| Population | #Events | %Parent | %Total |
|------------|---------|---------|--------|
| All Events | 13,574  | ####    | 100.0  |
| P1         | 12,311  | 90.7    | 90.7   |
| P2         | 9,827   | 79.8    | 72.4   |
| Q1         | 61      | 0.6     | 0.4    |
| Q2         | 465     | 4.7     | 3.4    |
| Q3         | 5,394   | 54.9    | 39.7   |
| Q4         | 3,907   | 39.8    | 28.8   |

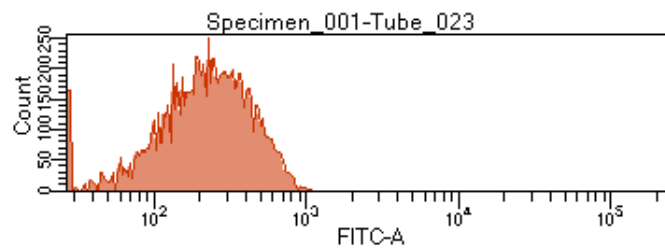

| Tube Name: | Tube_023                             |         |           |          |            |           |                |               |
|------------|--------------------------------------|---------|-----------|----------|------------|-----------|----------------|---------------|
| GUID:      | 33ae7fd2-48c6-4b1f-bdae-85361994ed15 |         |           |          |            |           |                |               |
| Population | #Events                              | %Parent | PE-A Mean | PE-A %CV | APC-A Mean | APC-A %CV | APC-Cy7-A Mean | APC-Cy7-A %CV |
| All Events | 13,574                               | ####    | 750       | 238.2    | 1,758      | 162.3     | 1,043          | 167.4         |
| P1         | 12,311                               | 90.7    | 730       | 219.1    | 1,813      | 150.5     | 1,076          | 155.1         |
| P2         | 9,827                                | 79.8    | 830       | 197.5    | 2,019      | 140.6     | 1,198          | 145.0         |
| Q1         | 61                                   | 0.6     | 6,541     | 35.9     | 395        | 43.3      | 239            | 45.7          |
| Q2         | 465                                  | 4.7     | 6,469     | 58.6     | 5,484      | 68.6      | 3,382          | 70.4          |
| Q3         | 5,394                                | 54.9    | 408       | 58.1     | 226        | 70.5      | 123            | 76.0          |
| Q4         | 3,907                                | 39.8    | 653       | 87.1     | 4,108      | 70.0      | 2,438          | 73.3          |

# Supplementary material for: Salvia chinensis Benth Inhibits Triple-Negative Breast Cancer Progression by Inducing the DNA Damage Pathway
**Source:** Front Oncol. 2022 Aug 10;12:882784. doi: 10.3389/fonc.2022.882784
**Supplement:** Supplementary file 18

# BD FACSDiva 8.0.1

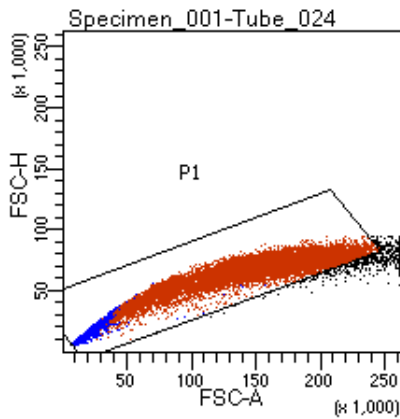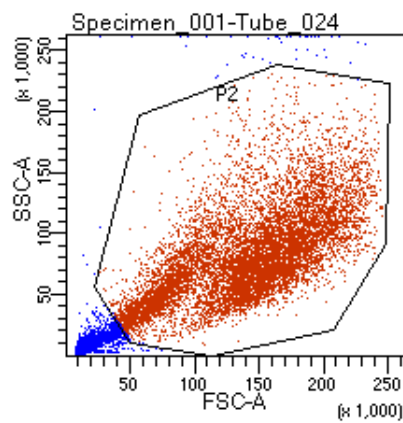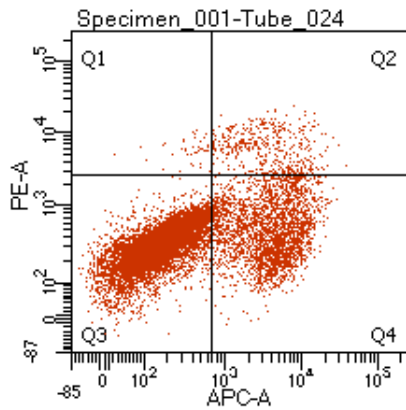

Tube: Tube\_024

| Population | #Events | %Parent | %Total |
|------------|---------|---------|--------|
| All Events | 13,291  | ####    | 100.0  |
| P1         | 12,129  | 91.3    | 91.3   |
| P2         | 9,948   | 82.0    | 74.8   |
| Q1         | 45      | 0.5     | 0.3    |
| Q2         | 433     | 4.4     | 3.3    |
| Q3         | 6,876   | 69.1    | 51.7   |
| Q4         | 2,594   | 26.1    | 19.5   |

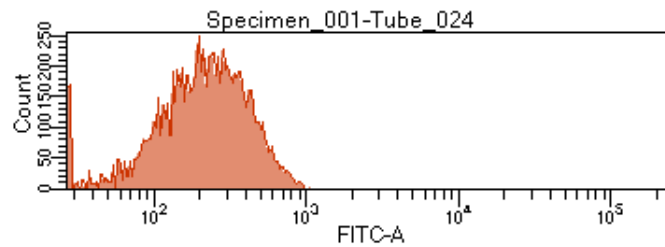

|            |         |         |                                      |          |            |           |                |               |
|------------|---------|---------|--------------------------------------|----------|------------|-----------|----------------|---------------|
| Tube Name: |         |         | Tube_024                             |          |            |           |                |               |
| GUID:      |         |         | a62d4905-6e04-4c03-8b3c-09187c9ea9b2 |          |            |           |                |               |
| Population | #Events | %Parent | PE-A Mean                            | PE-A %CV | APC-A Mean | APC-A %CV | APC-Cy7-A Mean | APC-Cy7-A %CV |
| All Events | 13,291  | ####    | 710                                  | 287.5    | 1,476      | 203.9     | 879            | 210.9         |
| P1         | 12,129  | 91.3    | 666                                  | 239.8    | 1,491      | 192.5     | 887            | 198.9         |
| P2         | 9,948   | 82.0    | 750                                  | 224.4    | 1,606      | 186.0     | 956            | 192.1         |
| Q1         | 45      | 0.5     | 5,963                                | 33.4     | 417        | 38.8      | 235            | 41.4          |
| Q2         | 433     | 4.4     | 7,160                                | 55.1     | 5,176      | 92.3      | 3,197          | 94.3          |
| Q3         | 6,876   | 69.1    | 352                                  | 58.7     | 195        | 77.1      | 105            | 84.0          |
| Q4         | 2,594   | 26.1    | 644                                  | 86.6     | 4,771      | 75.4      | 2,848          | 78.9          |

# Supplementary material for: Salvia chinensis Benth Inhibits Triple-Negative Breast Cancer Progression by Inducing the DNA Damage Pathway
**Source:** Front Oncol. 2022 Aug 10;12:882784. doi: 10.3389/fonc.2022.882784
**Supplement:** Supplementary file 18

# BD FACSDiva 8.0.1

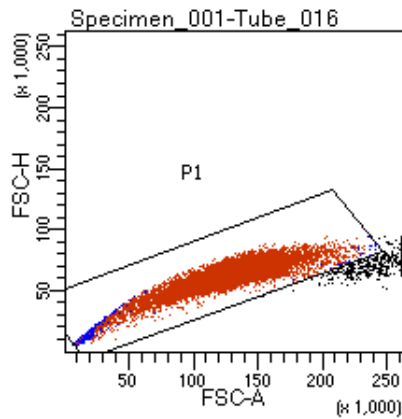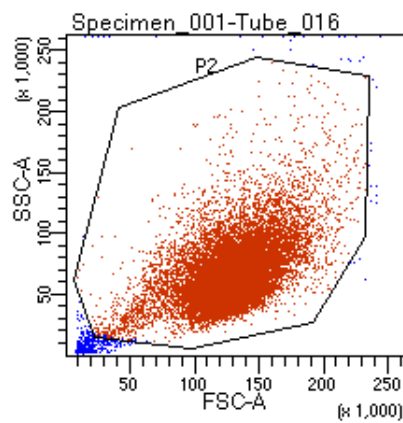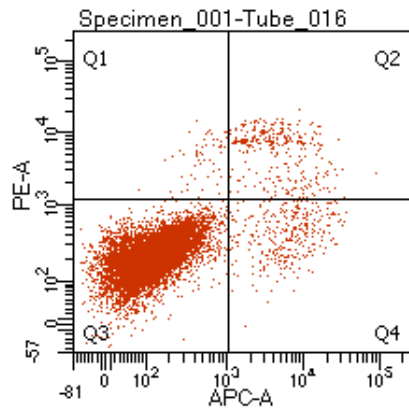

Tube: Tube\_016

| Population | #Events | %Parent | %Total |
|------------|---------|---------|--------|
| All Events | 21,391  | ####    | 100.0  |
| P1         | 20,596  | 96.3    | 96.3   |
| P2         | 20,060  | 97.4    | 93.8   |
| Q1         | 116     | 0.6     | 0.5    |
| Q2         | 642     | 3.2     | 3.0    |
| Q3         | 18,664  | 93.0    | 87.3   |
| Q4         | 638     | 3.2     | 3.0    |

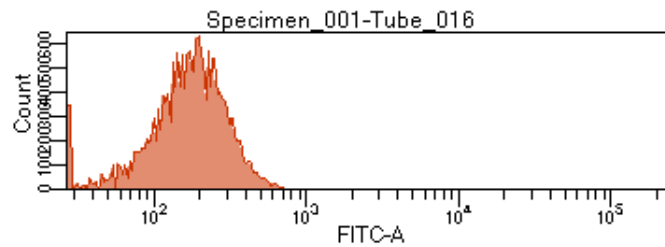

|                                                                                                |         |         |                                      |          |            |           |                |               |
|------------------------------------------------------------------------------------------------|---------|---------|--------------------------------------|----------|------------|-----------|----------------|---------------|
| Tube Name:                                                                                     |         |         | Tube_016                             |          |            |           |                |               |
| GUID:                                                                                          |         |         | a19ba964-adcd-4707-b3fc-93f6c0e21033 |          |            |           |                |               |
| Population                                                                                     | #Events | %Parent | PE-A Mean                            | PE-A %CV | APC-A Mean | APC-A %CV | APC-Cy7-A Mean | APC-Cy7-A %CV |
|  All Events | 21,391  | ####    | 518                                  | 303.0    | 622        | 400.2     | 360            | 427.3         |
|  P1         | 20,596  | 96.3    | 501                                  | 300.2    | 615        | 403.0     | 357            | 429.3         |
|  P2         | 20,060  | 97.4    | 500                                  | 296.9    | 605        | 408.5     | 351            | 435.1         |
|  Q1         | 116     | 0.6     | 5,433                                | 55.6     | 581        | 43.7      | 331            | 46.6          |
|  Q2         | 642     | 3.2     | 7,168                                | 55.8     | 6,652      | 102.6     | 3,945          | 108.4         |
|  Q3         | 18,664  | 93.0    | 241                                  | 53.3     | 141        | 86.8      | 72             | 97.8          |
|  Q4         | 638     | 3.2     | 499                                  | 58.7     | 8,077      | 83.7      | 4,878          | 89.2          |

# Supplementary material for: Salvia chinensis Benth Inhibits Triple-Negative Breast Cancer Progression by Inducing the DNA Damage Pathway
**Source:** Front Oncol. 2022 Aug 10;12:882784. doi: 10.3389/fonc.2022.882784
**Supplement:** Supplementary file 18

# BD FACSDiva 8.0.1

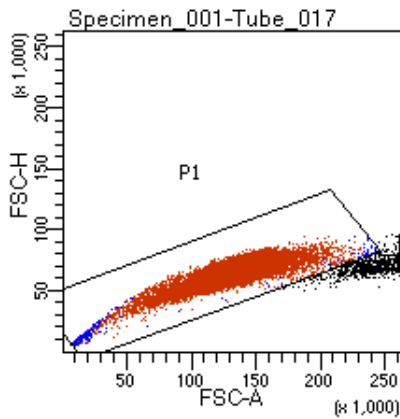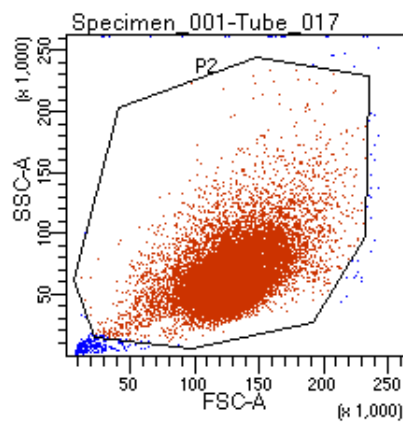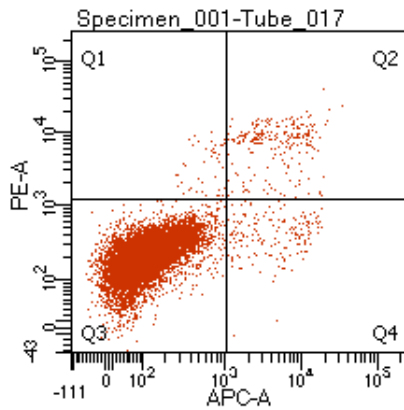

Tube: Tube\_017

| Population | #Events | %Parent | %Total |
|------------|---------|---------|--------|
| All Events | 21,645  | ####    | 100.0  |
| P1         | 20,422  | 94.3    | 94.3   |
| P2         | 20,031  | 98.1    | 92.5   |
| Q1         | 90      | 0.4     | 0.4    |
| Q2         | 409     | 2.0     | 1.9    |
| Q3         | 19,197  | 95.8    | 88.7   |
| Q4         | 335     | 1.7     | 1.5    |

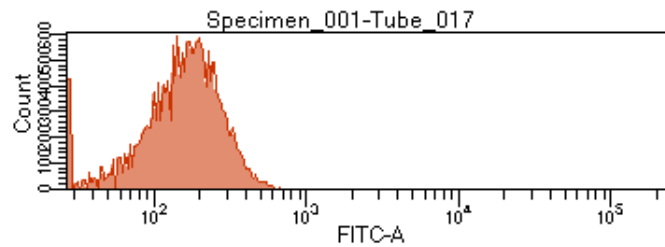

| Tube Name: | Tube_017                             |         |           |          |            |           |                |               |
|------------|--------------------------------------|---------|-----------|----------|------------|-----------|----------------|---------------|
| GUID:      | 7570150a-4bfb-4039-88b3-27f89114c00d |         |           |          |            |           |                |               |
| Population | #Events                              | %Parent | PE-A Mean | PE-A %CV | APC-A Mean | APC-A %CV | APC-Cy7-A Mean | APC-Cy7-A %CV |
| All Events | 21,645                               | ####    | 455       | 340.2    | 388        | 404.2     | 217            | 432.9         |
| P1         | 20,422                               | 94.3    | 437       | 353.5    | 374        | 418.3     | 210            | 446.2         |
| P2         | 20,031                               | 98.1    | 432       | 335.3    | 362        | 424.7     | 203            | 453.3         |
| Q1         | 90                                   | 0.4     | 4,365     | 64.5     | 566        | 46.0      | 314            | 47.9          |
| Q2         | 409                                  | 2.0     | 8,887     | 54.7     | 6,851      | 81.9      | 4,006          | 85.9          |
| Q3         | 19,197                               | 95.8    | 233       | 53.1     | 129        | 90.4      | 66             | 103.8         |
| Q4         | 335                                  | 1.7     | 442       | 55.1     | 5,715      | 76.0      | 3,340          | 80.1          |

# Supplementary material for: Salvia chinensis Benth Inhibits Triple-Negative Breast Cancer Progression by Inducing the DNA Damage Pathway
**Source:** Front Oncol. 2022 Aug 10;12:882784. doi: 10.3389/fonc.2022.882784
**Supplement:** Supplementary file 18

# BD FACSDiva 8.0.1

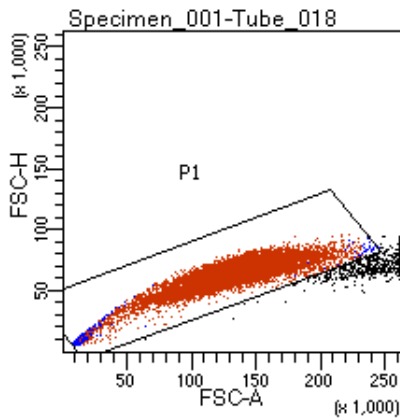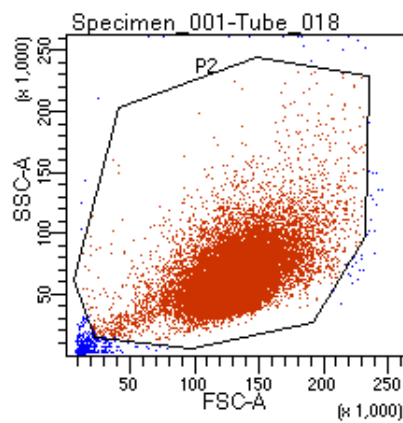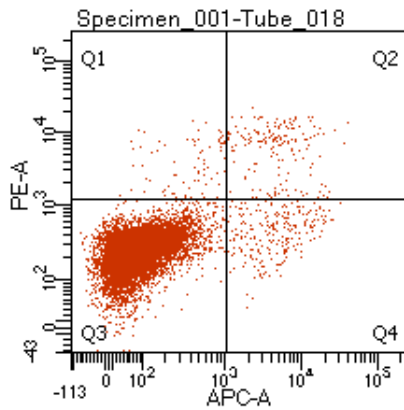

Tube: Tube\_018

| Population | #Events | %Parent | %Total |
|------------|---------|---------|--------|
| All Events | 21,747  | ####    | 100.0  |
| P1         | 20,620  | 94.8    | 94.8   |
| P2         | 20,054  | 97.3    | 92.2   |
| Q1         | 130     | 0.6     | 0.6    |
| Q2         | 351     | 1.8     | 1.6    |
| Q3         | 19,133  | 95.4    | 88.0   |
| Q4         | 440     | 2.2     | 2.0    |

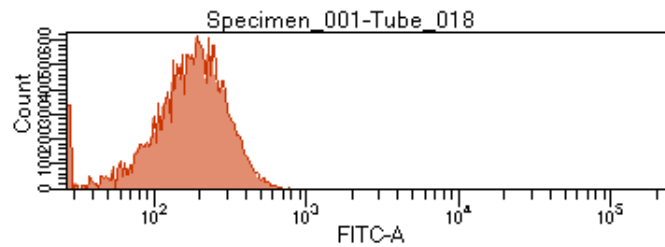

| Tube Name: | Tube_018                             |         |           |          |            |           |                |               |
|------------|--------------------------------------|---------|-----------|----------|------------|-----------|----------------|---------------|
| GUID:      | 8e937a78-0d72-4a73-9dd0-552a5e71bf2c |         |           |          |            |           |                |               |
| Population | #Events                              | %Parent | PE-A Mean | PE-A %CV | APC-A Mean | APC-A %CV | APC-Cy7-A Mean | APC-Cy7-A %CV |
| All Events | 21,747                               | ####    | 450       | 300.8    | 367        | 474.8     | 204            | 505.4         |
| P1         | 20,620                               | 94.8    | 428       | 299.0    | 353        | 469.5     | 196            | 495.8         |
| P2         | 20,054                               | 97.3    | 431       | 294.6    | 348        | 473.2     | 193            | 501.3         |
| Q1         | 130                                  | 0.6     | 5,593     | 68.1     | 478        | 61.2      | 269            | 63.0          |
| Q2         | 351                                  | 1.8     | 7,828     | 56.7     | 6,488      | 99.6      | 3,702          | 104.9         |
| Q3         | 19,133                               | 95.4    | 259       | 52.0     | 100        | 106.9     | 51             | 123.2         |
| Q4         | 440                                  | 2.2     | 495       | 56.6     | 6,171      | 77.9      | 3,545          | 82.8          |

# Supplementary material for: Salvia chinensis Benth Inhibits Triple-Negative Breast Cancer Progression by Inducing the DNA Damage Pathway
**Source:** Front Oncol. 2022 Aug 10;12:882784. doi: 10.3389/fonc.2022.882784
**Supplement:** Supplementary file 18

# BD FACSDiva 8.0.1

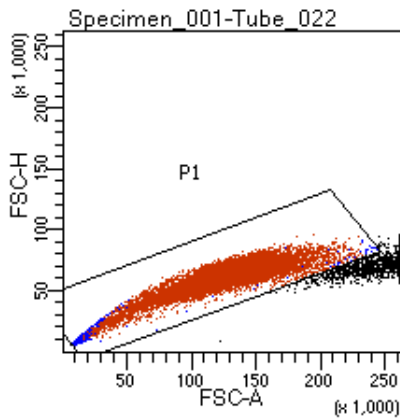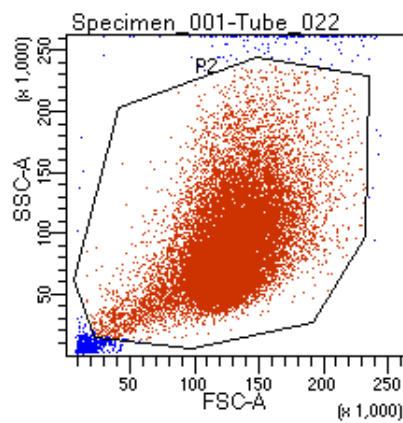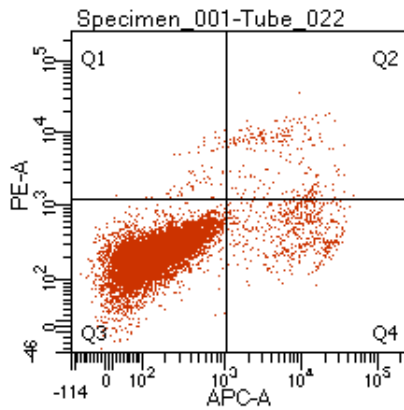

Tube: Tube\_022

| Population | #Events | %Parent | %Total |
|------------|---------|---------|--------|
| All Events | 22,724  | ####    | 100.0  |
| P1         | 20,962  | 92.2    | 92.2   |
| P2         | 20,074  | 95.8    | 88.3   |
| Q1         | 110     | 0.5     | 0.5    |
| Q2         | 468     | 2.3     | 2.1    |
| Q3         | 18,503  | 92.2    | 81.4   |
| Q4         | 993     | 4.9     | 4.4    |

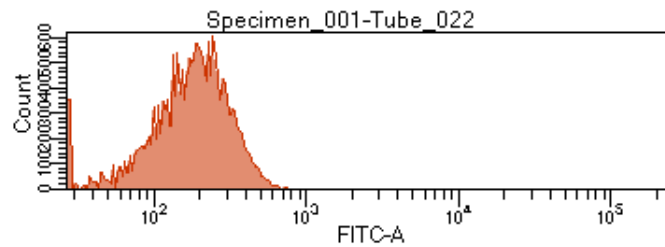

| Tube Name: |         |         | Tube_022                             |          |            |           |                |               |
|------------|---------|---------|--------------------------------------|----------|------------|-----------|----------------|---------------|
| GUID:      |         |         | fae5b4ab-2df8-4b9c-8e63-392d5164a603 |          |            |           |                |               |
| Population | #Events | %Parent | PE-A Mean                            | PE-A %CV | APC-A Mean | APC-A %CV | APC-Cy7-A Mean | APC-Cy7-A %CV |
| All Events | 22,724  | ####    | 449                                  | 279.4    | 910        | 368.8     | 535            | 394.9         |
| P1         | 20,962  | 92.2    | 434                                  | 292.5    | 927        | 369.8     | 548            | 394.6         |
| P2         | 20,074  | 95.8    | 434                                  | 290.0    | 928        | 374.2     | 548            | 399.1         |
| Q1         | 110     | 0.5     | 3,893                                | 69.4     | 546        | 46.5      | 299            | 47.8          |
| Q2         | 468     | 2.3     | 6,761                                | 68.2     | 8,087      | 86.8      | 4,784          | 91.7          |
| Q3         | 18,503  | 92.2    | 249                                  | 53.6     | 191        | 85.9      | 98             | 93.6          |
| Q4         | 993     | 4.9     | 534                                  | 55.4     | 11,320     | 77.9      | 6,969          | 83.8          |

# Supplementary material for: Salvia chinensis Benth Inhibits Triple-Negative Breast Cancer Progression by Inducing the DNA Damage Pathway
**Source:** Front Oncol. 2022 Aug 10;12:882784. doi: 10.3389/fonc.2022.882784
**Supplement:** Supplementary file 18

# BD FACSDiva 8.0.1

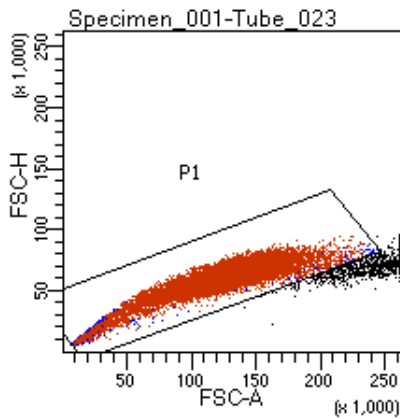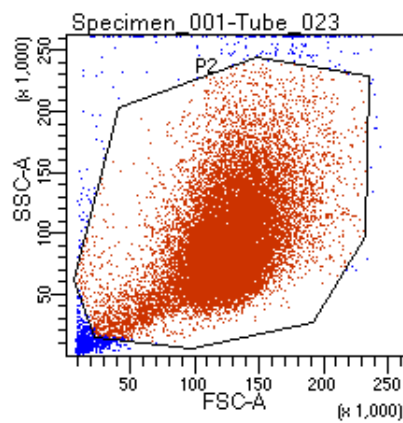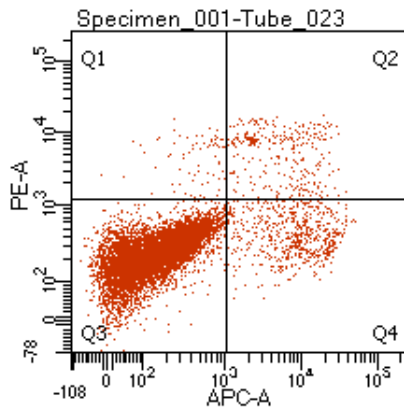

Tube: Tube\_023

| Population | #Events | %Parent | %Total |
|------------|---------|---------|--------|
| All Events | 23,024  | ####    | 100.0  |
| P1         | 21,466  | 93.2    | 93.2   |
| P2         | 20,118  | 93.7    | 87.4   |
| Q1         | 146     | 0.7     | 0.6    |
| Q2         | 603     | 3.0     | 2.6    |
| Q3         | 18,187  | 90.4    | 79.0   |
| Q4         | 1,182   | 5.9     | 5.1    |

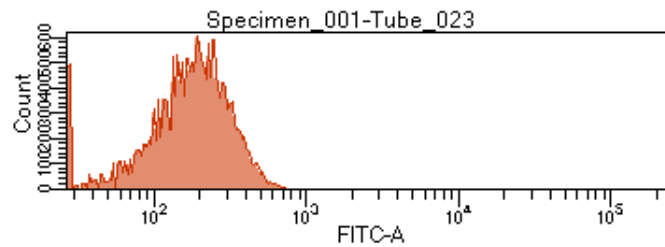

| Tube Name: | Tube_023                             |         |           |          |            |           |                |               |
|------------|--------------------------------------|---------|-----------|----------|------------|-----------|----------------|---------------|
| GUID:      | f32c747d-888e-4985-997d-67d4a55b25a5 |         |           |          |            |           |                |               |
| Population | #Events                              | %Parent | PE-A Mean | PE-A %CV | APC-A Mean | APC-A %CV | APC-Cy7-A Mean | APC-Cy7-A %CV |
| All Events | 23,024                               | ####    | 511       | 292.5    | 1,020      | 363.4     | 608            | 386.6         |
| P1         | 21,466                               | 93.2    | 492       | 286.0    | 1,035      | 359.2     | 619            | 381.9         |
| P2         | 20,118                               | 93.7    | 503       | 281.5    | 1,051      | 361.2     | 630            | 383.5         |
| Q1         | 146                                  | 0.7     | 5,227     | 58.6     | 527        | 55.4      | 293            | 58.5          |
| Q2         | 603                                  | 3.0     | 6,757     | 62.2     | 7,649      | 88.1      | 4,462          | 93.7          |
| Q3         | 18,187                               | 90.4    | 261       | 56.4     | 177        | 95.3      | 91             | 103.5         |
| Q4         | 1,182                                | 5.9     | 462       | 59.3     | 11,201     | 82.2      | 7,023          | 87.3          |

# Supplementary material for: Salvia chinensis Benth Inhibits Triple-Negative Breast Cancer Progression by Inducing the DNA Damage Pathway
**Source:** Front Oncol. 2022 Aug 10;12:882784. doi: 10.3389/fonc.2022.882784
**Supplement:** Supplementary file 18

# BD FACSDiva 8.0.1

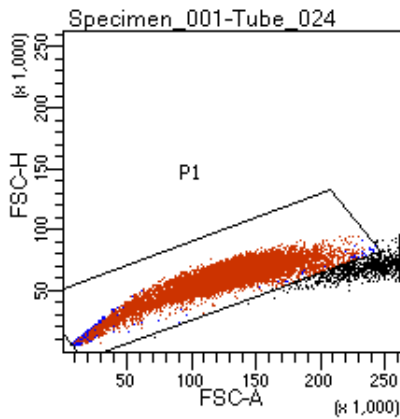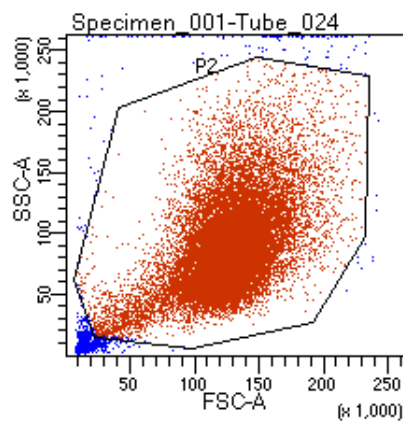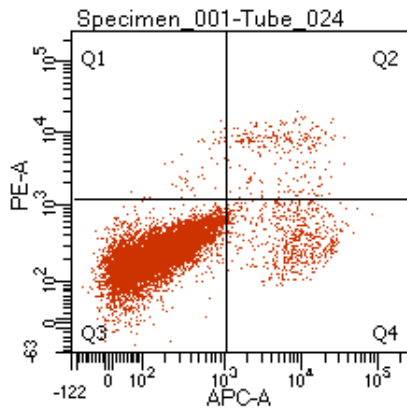

Tube: Tube\_024

| Population | #Events | %Parent | %Total |
|------------|---------|---------|--------|
| All Events | 23,106  | ####    | 100.0  |
| P1         | 21,375  | 92.5    | 92.5   |
| P2         | 20,133  | 94.2    | 87.1   |
| Q1         | 88      | 0.4     | 0.4    |
| Q2         | 528     | 2.6     | 2.3    |
| Q3         | 18,298  | 90.9    | 79.2   |
| Q4         | 1,219   | 6.1     | 5.3    |

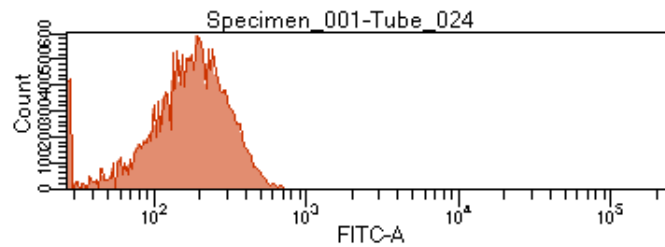

| Tube Name: | Tube_024                             |         |           |          |            |           |                |               |
|------------|--------------------------------------|---------|-----------|----------|------------|-----------|----------------|---------------|
| GUID:      | 2f628358-2880-40a2-b327-e16420e194fd |         |           |          |            |           |                |               |
| Population | #Events                              | %Parent | PE-A Mean | PE-A %CV | APC-A Mean | APC-A %CV | APC-Cy7-A Mean | APC-Cy7-A %CV |
| All Events | 23,106                               | ####    | 480       | 269.7    | 1,027      | 345.3     | 607            | 366.8         |
| P1         | 21,375                               | 92.5    | 461       | 278.6    | 1,023      | 344.0     | 607            | 364.6         |
| P2         | 20,133                               | 94.2    | 469       | 273.1    | 1,021      | 347.5     | 606            | 367.5         |
| Q1         | 88                                   | 0.4     | 4,825     | 60.3     | 567        | 48.3      | 314            | 51.1          |
| Q2         | 528                                  | 2.6     | 6,833     | 57.0     | 8,032      | 88.8      | 4,656          | 91.8          |
| Q3         | 18,298                               | 90.9    | 266       | 54.2     | 215        | 87.7      | 111            | 93.5          |
| Q4         | 1,219                                | 6.1     | 448       | 63.5     | 10,113     | 83.8      | 6,317          | 87.6          |

# Supplementary material for: Salvia chinensis Benth Inhibits Triple-Negative Breast Cancer Progression by Inducing the DNA Damage Pathway
**Source:** Front Oncol. 2022 Aug 10;12:882784. doi: 10.3389/fonc.2022.882784
**Supplement:** Supplementary file 18

# BD FACSDiva 8.0.1

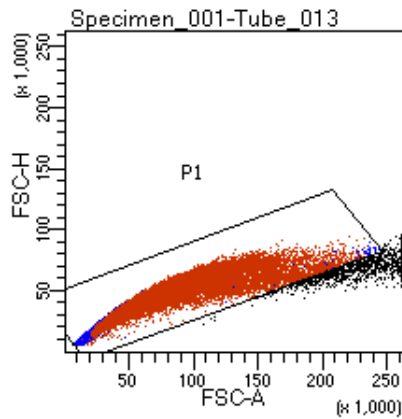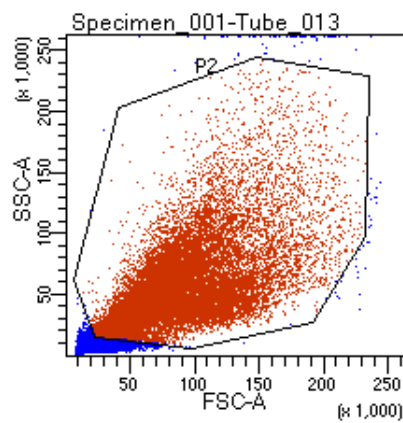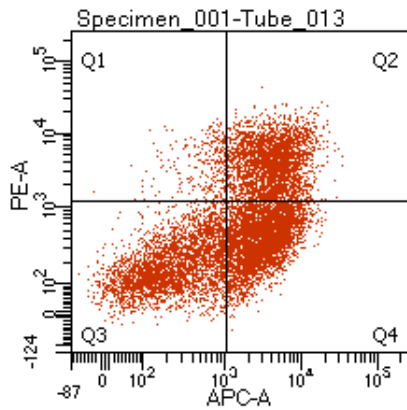

Tube: Tube\_013

| Population | #Events | %Parent | %Total |
|------------|---------|---------|--------|
| All Events | 29,760  | ####    | 100.0  |
| P1         | 27,256  | 91.6    | 91.6   |
| P2         | 20,712  | 76.0    | 69.6   |
| Q1         | 601     | 2.9     | 2.0    |
| Q2         | 5,571   | 26.9    | 18.7   |
| Q3         | 6,746   | 32.6    | 22.7   |
| Q4         | 7,794   | 37.6    | 26.2   |

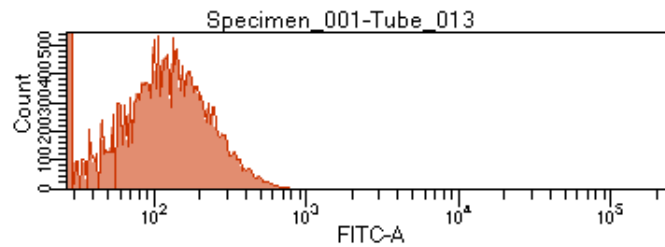

| Tube Name: | Tube_013                             |         |           |          |            |           |                |               |
|------------|--------------------------------------|---------|-----------|----------|------------|-----------|----------------|---------------|
| GUID:      | 981d2476-93ef-4b91-89d7-ba1175423aa8 |         |           |          |            |           |                |               |
| Population | #Events                              | %Parent | PE-A Mean | PE-A %CV | APC-A Mean | APC-A %CV | APC-Cy7-A Mean | APC-Cy7-A %CV |
| All Events | 29,760                               | ####    | 1,437     | 196.0    | 2,304      | 129.0     | 1,426          | 135.3         |
| P1         | 27,256                               | 91.6    | 1,439     | 185.4    | 2,368      | 121.3     | 1,469          | 126.8         |
| P2         | 20,712                               | 76.0    | 1,755     | 165.1    | 2,884      | 105.1     | 1,793          | 110.2         |
| Q1         | 601                                  | 2.9     | 5,070     | 66.7     | 640        | 42.6      | 370            | 45.1          |
| Q2         | 5,571                                | 26.9    | 5,044     | 70.6     | 5,083      | 66.9      | 3,218          | 70.6          |
| Q3         | 6,746                                | 32.6    | 226       | 88.3     | 347        | 83.3      | 187            | 87.2          |
| Q4         | 7,794                                | 37.6    | 472       | 59.9     | 3,681      | 66.7      | 2,274          | 70.7          |

# Supplementary material for: Salvia chinensis Benth Inhibits Triple-Negative Breast Cancer Progression by Inducing the DNA Damage Pathway
**Source:** Front Oncol. 2022 Aug 10;12:882784. doi: 10.3389/fonc.2022.882784
**Supplement:** Supplementary file 18

# BD FACSDiva 8.0.1

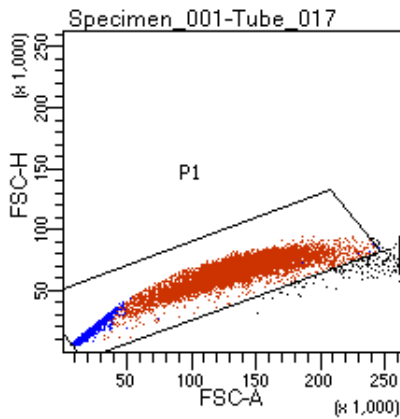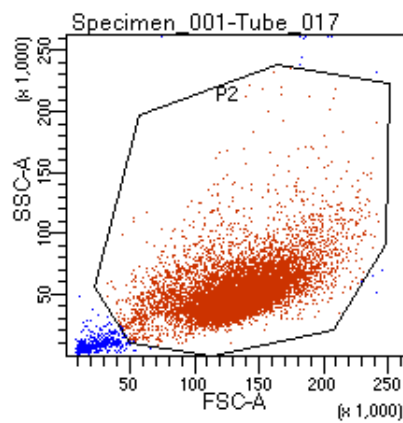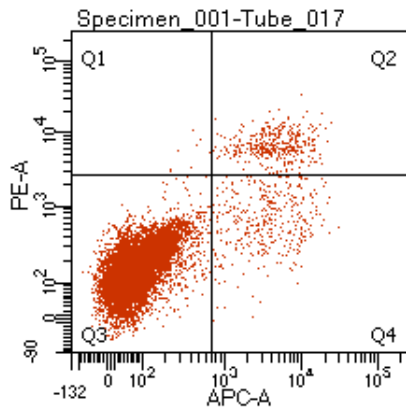

Tube: Tube\_017

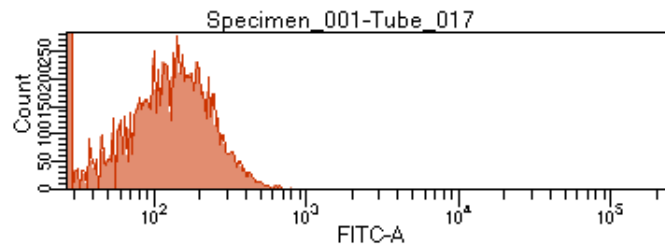

How the deposited data were processed for this re-analysis (not part of the article)

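RNA sequencing of MDA-MB-231 cells covered 6 samples, 3 treated with vehicle and 3 with SCH at 100 mg/l, each for 24 h. The sample labels give RPMI-1640 medium for these cells, where the paper's methods give DMEM. The authors deposited raw counts per gene for all samples, made from libraries of poly-T purified mRNA, with no normalization. The authors also deposited FPKM values per sample. These were checked against the counts, and within a sample they were proportional to the count divided by the gene length, with a scale between 0.937 and 1.008 times that of the total count. The aligner, the counting program, the annotation and the filters are not named in the paper's text. All deposited sample columns were used, and no 2 libraries of a group were copies of each other, since their counts differed by 2.05 to 5.29 times sampling noise (chi-square per degree of freedom).

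The counts were analysed in R 4.3.3 with edgeR 4.0.16, as TMM normalization, filterByExpr, and the quasi-likelihood fit and test of SCH against vehicle, without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. The filter kept 14736 of 58735 genes. Coordinates are those of the deposited table on GRCh38. The depth of 16836369 to 20291379 counts per sample leaves a floor of 3 counts, and no fold change was computed for a gene with both groups at or under it.

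Over-representation of a list among the changed genes was tested with a one-sided Fisher's exact test against all tested genes. Lists were tested as sets with camera (limma 3.58.1, preset inter-gene correlation 0.01, two-sided). Both were adjusted over the 17 lists. Genes of long span and ribosomal protein genes were added later. Their set tests, before a trend was removed, were adjusted over these 2 groups alone. The lists are the p53 pathway, p53 transcriptional targets, FA and homologous recombination genes, G1/S and G2/M cell cycle genes, cholesterol synthesis genes, targets of LXR, NRF2, AHR, ATF4, NF-kB and YAP, metallothioneins with the zinc transporter SLC30A1, hypoxia and interferon response genes, the AGE-RAGE pathway and the target genes of the network. The first 16 were written from general knowledge and are not KEGG's release, and the last was read by eye from Fig. 5A. Single genes were compared with an exact two-sided permutation test, which cannot go below 0.1 for 3 samples against 3.

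The lists, the tests, the alternatives and the rule for the genes named were set before the data were examined. That rule covers the genes whose proteins the paper measured by immunoblotting, CDKN1A and MDM2, the 5 largest rises and the 5 largest falls among changed genes with a mean count of at least 100 and groups that do not overlap, at most 10 changed genes with the largest change in the p53 pathway list and in the network list, and 3 genes with the smallest p from any other list past the threshold. The alternatives were RLE size factors, library size only and upper quartile normalization in edgeR, no filter on low counts, at least 10 counts in every sample, DESeq2 1.42.0, limma with trend on log2(FPKM + 1) and on log2(FPKM + 0.1), the replicate number as a block, each replicate left out in turn, other thresholds, another background and each direction alone for over-representation, and for the set tests fry and camera with an estimated correlation. Comparisons within 10 bins of mean expression level, by gene span and of ribosomal protein genes were added after the values were seen.

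The scripts were tested on simulated data of 14556 genes drawn from the means and library sizes of these samples, with 198 genes changed. Of these, 175 were recovered (88.4%), as were 98.5% of those changed by at least 1 on the log2 scale, and 4.59% of the calls were false. A further list of 40 genes shifted by 0.5 was found with a median of 0.51. In the real samples 58.7% of the tested genes changed, far more than in the simulation. The simulated rates therefore need not hold for these samples. Tables and figures were made with Python 3.11.15. The experiments on quercetin, β-sitosterol, proteins and animals were not analysed here.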

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

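The tests of gene span, of ribosomal protein genes and of trends over gene properties, and the counts of splits for the 4 patterns below, were chosen only after the values were seen, while the set tests of the G2/M genes and the NF-kB targets were not. Each pattern is a signal in genes that the paper's text does not discuss as a group. Each lies past the threshold with camera, with camera under an estimated correlation and with fry. For the long genes and the ribosomal protein genes, the adjustment was over these 2 groups alone. Their largest adjusted p from camera or fry over the alternatives was 0.0367 for each. Whether they pass when adjusted with the 17 lists was not tested. Each of the 4 patterns was largest in the real grouping, that is, in 1 of the 10 splits of the 6 samples into 3 and 3. This holds for the long genes, the ribosomal protein genes, the G2/M genes and the NF-kB targets. Since 10 splits cannot give a share under 0.1, the treatment and chance cannot be told apart by the splits alone.

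Genes with a long genomic span were lower after SCH. The median log2 fold change of the 1021 tested genes that span more than 200 kb was -0.36, against 0.012 for the other 13715 (limma's camera, adjusted p = 4.97e-12), and it was also -0.36 with the 11 genes at or under the floor of 3 counts after SCH set to their bound. Of the long genes, 571 were lowered and 149 raised. The fall began between 200 and 400 kb (median -0.24) and was larger above 400 kb (median -0.90 over 299 genes). The gap between long and other genes was -0.41 on average within 10 bins of exonic length and no closer to 0 than -0.30 in any of them, which argues against exonic length or a loss of long transcripts. Within 10 bins of GC content it was -0.36, and within 10 bins of mean expression level -0.46, though only -0.02 in the bin where it was smallest, so that neither property accounts for the whole of it. Reads of genomic DNA in the vehicle-treated samples are argued against by olfactory receptor genes, which this line would not be expected to express, since the lowered long genes had a median of 115 counts per kb over the 3 vehicle-treated samples and the receptor genes a mean of 0.193, a ratio of 596. Under library size only the median was -0.26, and on log2(FPKM + 1) it was -0.14. A candidate explanation is that SCH slows or blocks transcription through long genes. That predicts a fall of long non-coding genes too, and 61 of these had a median of -0.46 against -0.14 for other non-coding genes, a gap of -0.32. This remains a hypothesis, as it was found and tested on the same samples, and a common regulation of genes that happen to be long was not tested.

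Ribosomal protein genes were lower after SCH. Of 82 tested, 73 were lowered, with a median log2 fold change of -0.47 (limma's camera, adjusted p = 1.095e-23), and their share of all counts was 4.85% ± 0.117 (SD, n = 3) after SCH and 6.34% ± 0.159 (SD, n = 3) after vehicle. Their pseudogenes would rise if reads had moved between the copies, but these had a median of -0.43. Scaling does not account for the fall, which was -0.37 with library size only. Once a trend over span, exonic length, GC content and mean level was removed, the median was -0.24 (adjusted p = 1.65e-08 from camera), so such a trend may explain part of the fall but not the whole. A lower production of ribosomes under SCH stays open and was not tested.

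The G2/M cell cycle genes were lower after SCH. The median log2 fold change of the list of 35 was -0.65 (camera, adjusted p = 1.15e-28, and 0.0319 with the estimated correlation), with 33 lowered. PLK1 (-1.93, with 12.5% of its exonic bases in exons of another gene) and AURKA (-1.66) were among them. Removing the trend over span, exonic length, GC content and mean level left -0.60, which argues against that trend. The median stayed between -0.68 and -0.55 over the alternatives. A smaller share of cells in G2/M after SCH could lower these transcripts, as could repression within each cell, and these counts of whole cultures do not separate the 2. From flow cytometry, the paper reports G0/G1-phase arrest after SCH (Figure S2), which would go with a smaller share in G2/M. Repression within each cell stays open beside it.

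The targets of NF-kB were higher after SCH. Of 28 tested, 22 were raised and 1 was lowered, with a median log2 fold change of 0.76 (camera, adjusted p = 1.52e-22, and 0.00601 with the estimated correlation) and between 0.68 and 0.88 over the alternatives. TRAF1 (1.68), JUNB (1.70, with 14.2% of its exonic bases in exons of another gene) and NFKB2 (1.47) had the smallest p. Once the same trend was removed the median was 0.76, which argues against a trend over span, exonic length, GC content or mean level. Whether it follows from compounds of SCH or from other material in a plant extract, such as bacterial products, was not tested and cannot be read from these samples.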

How the results depend on the processing

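Comparisons within 10 bins of mean expression level were chosen only after the values were seen. Of the 60 named genes with a fold change, 56 kept their direction and their side of the threshold in each alternative that gave a value, and 4 did not, among them MDM2, FANCD2 and CHEK1. The list of p53 transcriptional targets and the G2/M list kept both in every alternative, with medians from 0.26 to 0.39 and from -0.68 to -0.55. Counts of changed genes lay between 7809 and 8489 across the 6 fits that each left out one replicate, and the medians of the long genes and the ribosomal protein genes, 2 groups also chosen after the values were seen, lay from -0.47 to -0.14 and from -0.50 to -0.37 over the alternatives. DESeq2 gave 7919 changed genes, of which 7912 were also changed in edgeR. Where no cause is named below, the cause was not tested.

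With a log2 fold change of at least 1 required, 1292 genes were changed in place of 8650, 573 were raised and 719 lowered, by construction. The odds ratios were then 1.93 for the p53 pathway, 1.72 for the AGE-RAGE pathway and 1.18 for the network target genes, none past the threshold. With the genes of all lists as the background, they were 1.34 and 1.13 for the p53 pathway and the network, and reversed to 0.840 for the AGE-RAGE pathway, because 73.4% of the listed genes were changed against 58.7% of all tested genes. Within 10 bins of mean expression level they were 1.77, 1.38 and 1.49 for the p53 pathway, the AGE-RAGE pathway and the network, no longer past the threshold, because genes at the level of these lists are more often called changed (67.2%, 64.0% and 67.7%). Among raised genes alone, the AGE-RAGE pathway had 1.25 and the network 1.53. Among lowered genes alone, the p53 pathway had 1.014, the AGE-RAGE pathway 1.38 and the network 1.40. Further losses of the threshold were 1.61 (RLE size factors) and 1.60 (at least 10 counts in every sample) for the AGE-RAGE pathway, and 2.00 (at least 10 counts) and 1.84 (log2(FPKM + 0.1)) for the network. Leaving out one replicate gave 2.25 to 3.33 for the p53 pathway, 1.70 to 1.97 for the AGE-RAGE pathway and 1.93 to 2.19 for the network.

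The p53 pathway list passed the threshold as a set with library size only (median 0.30), without the filter on low counts (0.21) and with fry (0.20). Without one replicate its median lay between 0.11 and 0.22, with the lowest without vehicle replicate 2, and it passed without SCH replicate 2 (0.21) and without SCH replicate 3 (0.19). The G1/S list did not pass with the estimated correlation (median -0.14, adjusted p = 0.202, where the alternatives range from 7.49e-05 to 0.202), and its median without vehicle replicate 2 was -0.089. Of the other 12 lists, 6 were past the threshold with camera, 1 with the estimated correlation and 10 with fry.

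Values near 0 changed sign. The FA and homologous recombination list had -0.016 with upper quartile normalization and from -0.027 to 0.045 without one replicate. The AGE-RAGE list as a set had -0.028 with upper quartile normalization, -0.045 without the filter and from -0.024 to 0.060 without one replicate. The network list as a set had 0.087 with library size only, 0.0047 without the filter and from -0.043 to 0.014 without one replicate. The LXR list had 0.013 with library size only. MDM2 had 0.0037 with RLE size factors, 0.0037 with DESeq2, 0.10 with library size only, 0.017 without the filter, 0.0073 on log2(FPKM + 1), 0.0087 on log2(FPKM + 0.1) and from -0.041 to 0.079 without one replicate, and in none of these was it past the threshold. Among single genes and single lists, 17 values fell short of the threshold and 13 newly passed it. That of FANCD2 (log2 fold change -0.15 with library size only) was among the first.

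The replicate numbers did not pair the samples, as the deviations of samples with the same number correlated by 0.046, -0.022 and 0.022 across genes. With the replicate number as a block, 8705 genes changed, the p53 pathway list passed the threshold as a set (median 0.198), MDM2 had 0.0014, and the odds ratios of the AGE-RAGE pathway (1.67) and of the network (1.92) were not past it.

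With 3 samples in each group, an exact test of one gene cannot go below 0.1.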

Differences from the paper's values

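The paper's values are read by eye from a figure, and its lists and test of differential expression were not those used here. The adjusted p here is over 17 lists, while the paper tested KEGG pathways, whose number its text does not give. The values are therefore not directly comparable.

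The paper's value of -log10 adjusted p for the enrichment of the p53 signaling pathway is about 0.20 in Fig. 5C, read by eye, where the value here was 2.32 (one-sided Fisher's exact test). Of the alternatives set before the data were examined, the background of the genes of all lists brought it to 0.1985, and none of the others came within 1.5 times of the paper's value. These ranged from 0.0478 with lowered genes alone to 10.15 without the filter on low counts, with 0.665 when a log2 fold change of at least 1 was required. The background of the genes of all lists holds only 467 genes, those of the lists written here. Its nearness to the paper's value therefore does not explain the gap. A comparison within 10 bins of mean expression level, the only test in this part chosen only after the values were seen, gave 0.806.

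For the AGE-RAGE pathway, the paper's value is also about 0.20 in Fig. 5C, read by eye, where the value here was 1.373. None of the alternatives set before the data were examined closed the gap, and the nearest was 0.385 with raised genes alone.

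The legend of Fig. 5 states that pathways past the threshold of 0.05 on the adjusted p are shown, which is 1.3 on the axis of Fig. 5C. The paper's values of about 0.20 there correspond to an adjusted p of about 0.63. By the values here, both pathways were past that threshold in the main comparison (adjusted p = 0.00479 and 0.0423 from Fisher's exact test), and neither was when a log2 fold change of at least 1 was required (0.216 and 0.227).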

Other observations

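The tests of the trend on the YAP targets and of the other splits for single lists were chosen only after the values were seen.

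The real grouping, with 8650 changed genes, was the only 1 of the 10 splits of the 6 samples to give as many. The other 9 splits, which mix the groups, each gave 0 genes with an adjusted p under 0.05, and between 60 and 280 genes at an unadjusted p under 0.05, so no list could be over-represented in them. With camera, 9 of the 17 lists were past the threshold in the real grouping and between 2 and 6 in the other splits, so 1 of the 10 splits gave as many. The real grouping also gave the median farthest from 0, in 1 of the 10 splits, for the p53 pathway, the p53 targets and the G1/S genes. For the FA and homologous recombination genes, 5 of the 10 splits, the real one included, gave a median at least as far from 0. With 10 splits this share cannot fall under 0.1, so for the lists the splits alone do not exclude chance.

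If p53 activates its targets at 24 h of SCH, the list of its targets, CDKN1A and MDM2 would rise. The list rose (median log2 fold change 0.29) and so did CDKN1A, but MDM2 did not, which leaves this open. CDKN1A and other targets of p53 have further regulators, and p53 activity itself was not measured.

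The paper reports lower FANCD2 protein after SCH, measured by immunoblotting in other samples (Fig. 7A). If lower transcripts underlie this, the FA and homologous recombination genes would fall. Of 36 tested, 10 were raised and 8 lowered, with a median of 0.016 (camera, adjusted p = 0.785), and -0.027 without vehicle replicate 1, which decides nothing for single genes. FANCD2 had a log2 fold change of -0.25 (adjusted p = 0.0029 from edgeR's test), with 35.2 ± 1.67 CPM after SCH and 41.8 ± 1.63 after vehicle (SD, n = 3 each).

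Among other genes whose proteins the paper measured, ATM had a log2 fold change of 0.26, H2AX (listed as H2AFX) -0.28, PARP1 -0.24, CHEK1 0.045 and ATR -0.11, the last with 16.4% of its exonic bases in exons of another gene. The first 3 were past the threshold of edgeR's test (largest adjusted p = 7.06e-04). CHEK1 (0.551) and ATR (0.157) were not. The paper's measurements are of phosphorylated proteins for several of these, which transcripts do not show.

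The G1/S genes had a median of -0.14 (camera, adjusted p = 0.00302), with 18 lowered and 4 raised of 36, and -0.089 without vehicle replicate 2. MCM5 (-0.89), GINS2 (-0.93) and MCM6 (-0.77) had the smallest p. With the estimated correlation the list was not past the threshold.

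Hypotheses on constituents of the extract were written before the data were examined. Quercetin acting on AHR would raise AHR targets, but of 6 tested 2 were raised and the median was -0.18 (camera, adjusted p = 0.785), from -0.32 without vehicle replicate 3 to -0.066 without SCH replicate 1, so these 6 genes do not decide. Activation of NRF2 would raise its targets, and these had a median of 0.28 (camera, adjusted p = 0.0024), with 15 raised and 3 lowered of 22, so the values it needs were there, though not with the estimated correlation (0.0824). EPHX1 (1.38) and OSGIN1 (1.13) rose and TKT (-0.82) fell. Sterols in the extract would move the cholesterol synthesis genes, and these had a median of -0.42 (camera, adjusted p = 0.00499, and 0.108 with the estimated correlation), with 19 lowered and 4 raised of 25. INSIG1 (-0.66) and MSMO1 (-0.64) fell and TM7SF2 (1.43) rose. The targets of LXR, which sterols could also move, had a median of -0.090 (camera, adjusted p = 0.587), and -0.25 without vehicle replicate 2. Metals in the extract would induce metallothioneins, but that list fell, with a median of -0.56 (camera, adjusted p = 0.0052), MT1E at -1.46 and MT2A at -0.47, which argues against it. SLC30A1 (0.30), a zinc transporter in the same list, rose.

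Interferon response genes had a median of 0.52 (camera, adjusted p = 2.18e-06, and 0.0599 with the estimated correlation), with 17 raised of 23, among them IRF7 (2.14), IFI6 (1.24) and SAMD9 (0.93). The targets of YAP had a median of -0.39 (camera, adjusted p = 8.38e-06), with F3 (-1.48), FJX1 (-1.33) and TGFB2 (-1.57, with 26.6% of its exonic bases in exons of another gene) lowered, and -0.036 once the trend over span, exonic length, GC content and mean level was removed, with the list still past the threshold (camera, adjusted p = 0.0384). Not past the threshold with camera were the targets of ATF4 (-0.25, adjusted p = 0.0509), the hypoxia genes (0.18, adjusted p = 0.0869, and 0.28 without vehicle replicate 1) and the network target genes as a set (-0.016, adjusted p = 0.529, and from -0.043 without SCH replicate 1 to 0.014 without SCH replicate 3). Among p53 targets, TP53INP1 (2.13) and SUSD6 (1.06) rose.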
